# Tet1 deficiency exacerbates oxidative stress in acute kidney injury by regulating superoxide dismutase

**DOI:** 10.7150/thno.87416

**Published:** 2023-09-25

**Authors:** Yu Fan, Yangmian Yuan, Mingrui Xiong, Muchuan Jin, Donge Zhang, Dong Yang, Chengyu Liu, Robert B. Petersen, Kun Huang, Anlin Peng, Ling Zheng

**Keywords:** acute kidney injury, Tet1, DNA methylation, oxidative stress, superoxide dismutase

## Abstract

**Rationale:** Increased methylation of key genes has been observed in kidney diseases, suggesting that the ten-eleven translocation (Tet) methyl-cytosine dioxygenase family as well as 5mC oxidation may play important roles. As a member of the Tet family, the role of Tet1 in acute kidney injury (AKI) remains unclear.

**Methods:** *Tet1* knockout mice, with or without tempol treatment, a scavenger of reactive oxygen species (ROS), were challenged with ischemia and reperfusion (I/R) injury or unilateral ureteral obstruction (UUO) injury. RNA-sequencing, Western blotting, qRT-PCR, bisulfite sequencing, chromatin immunoprecipitation, immunohistochemical staining, and dot blot assays were performed.

**Results:** Tet1 expression was rapidly upregulated following I/R or UUO injury. Moreover, *Tet1* knockout mice showed increased renal injury and renal cell death, increased ROS accumulation, G2/M cell cycle arrest, inflammation, and fibrosis. Severe renal damage in injured *Tet1* knockout mice was alleviated by tempol treatment. Mechanistically, Tet1 reduced the 5mC levels in an enzymatic activity-dependent manner on the promoters of *Sod1* and *Sod2* to promote their expression, thus lowering injury-induced excessive ROS and reducing I/R or UUO injury.

**Conclusions:** Tet1 plays an important role in the development of AKI by promoting SOD expression through a DNA demethylase-dependent mechanism.

## Introduction

Acute kidney injury (AKI) is defined as a rapid decrease in renal function characterized by increased serum creatinine, decreased urine output, or both 1. AKI is associated with high mortality in the absence of effective treatment, and its prevalence in patients admitted to the intensive care unit (ICU) exceeds 50% 1, 2. Moreover, AKI is also a major risk factor for the development of chronic kidney disease (CKD) and end-stage renal disease (ESRD) 1, 3.

Several clinical events contribute to the development of AKI, including renal ischemia-reperfusion (I/R) injury and obstructive nephropathy. Renal I/R injury often occurs during cardiac surgeries, shock, and kidney transplantation 4, 5. The pathogenesis of renal I/R injury is complicated, however, production of excessive reactive oxygen species (ROS) during reperfusion is a major contributor to the injury 6. Excessive ROS contributes to oxidative stress, apoptosis/necrosis, and inflammation 7, 8, which lead to maladaptive cellular responses including cell cycle arrest, metabolic reprogramming, and secretion of profibrotic factors that accelerate the progression of AKI to CKD 9. Obstructive nephropathy is another common clinical event that may cause AKI or CKD 10, 11. In rodent models, unilateral ureteral obstruction (UUO) mimics obstructive nephropathy with development of severe tubular injury, interstitial inflammation and renal fibrosis, serving as a model of irreversible AKI 11. Like I/R injury, excessive ROS production and enhanced oxidative stress also contribute to the pathology associated with UUO 12.

Dynamic regulation of cytosine methylation/demethylation is a common epigenetic modification that regulates disease processes in a cell-type, context-dependent manner 13, 14. The Ten-eleven translocation cytosine dioxygenases (Tets) family, including Tet1, Tet2, and Tet3, are key enzymes that convert 5-methylcytosine (5mC) to 5-hydroxymethylcytosine (5hmC) via an α-ketoglutarate (α-KG) and Fe^2+^ dependent mechanism 15, 16. We recently reported that Tet1 affects the methylation level of the promoters of lipolysis and lipid oxidation-related genes, resulting in an obesity-prone phenotype in *Tet1* insufficient mice fed a high fat diet (HFD) 17. Although an increased Tet1 level has recently been found in the kidneys of CKD patients 18, the exact role of Tet1 in AKI and the following transition to CKD remains unclear.

In the current study of I/R- or UUO-induced renal injury, we found an increased protein level of Tet1 in the kidney, while knockout of *Tet1* aggravated AKI and AKI-CKD transition as suggested by increased inflammation, apoptosis, oxidative stress and fibrosis. RNA-sequencing analysis demonstrated that the superoxide dismutase (SOD) family was downregulated in injured *Tet1* knockout mice. Mechanistic studies demonstrated that *Tet1* knockout affected *Sod1* and *Sod2* expression by increasing the methylation levels on their promoters, thus decreasing their expression. Moreover, treating with tempol, an SOD mimic and strong ROS scavenger, eliminated the worst outcomes observed in injured *Tet1* KO mice. Together, we revealed a critical role for Tet1 in both AKI and AKI-CKD transition stages.

## Materials and Methods

### Animals

Breeding pairs of Tet1^tm1.1Jae^ (JAX #017358, *Tet1*^+/-^) mice were kindly provided by Dr. Wuhan Xiao (Institute of Hydrobiology, CAS) 19. Genotyping to identify wildtype (WT; *Tet1*^+/+^) and knockout (KO; *Tet1*^-/-^) mice was performed as described 17. Both males and females weighing 22 ± 2 g were used in the present study. Animals were handled according to the Guidelines of the China Animal Welfare Legislation, as approved by the Committee on Ethics in the Care and Use of Laboratory Animals, College of Life Sciences, Wuhan University.

### AKI models and treatments

Ischemic AKI was created using a unilateral renal I/R injury model as previously described to reduce surgery caused related mortality 20. Briefly, mice were anesthetized and underwent midline abdominal incisions with the left renal pedicle bluntly clamped for 45 minutes; reperfusion was achieved by removing the clamp. Mice were euthanized at day 3, 7, or 21 to harvest kidneys. For the UUO model, the left ureter of the mouse was ligated at proximal and distal points and then cut between the ligated points 21. Mice were sacrificed 7 days later and kidneys were collected. For folic acid-induced AKI, folic acid (250 mg/kg body-weight; Aladdin, Shanghai, China) was dissolved in NaHCO_3_ (300 mmol/L) and injected intraperitoneally once 22; kidneys were collected at day 1, 3 or 7 after the injection. As previously reported 23, 24, after I/R or UUO injury, tempol (50 mg/kg body-weight; MedChem Express, NJ) was administered by oral gavage once per day for 3 or 7 days.

### Cell culture, plasmids, *in vitro* Hypoxia/Reperfusion (HR) injury and treatment

The mouse renal tubular epithelial cell line TCMK-1 (Otwo Biotech., Guangzhou, China) was cultured in DMEM media (Cytiva, South Logan, UT) plus 10% FBS (Lonsera, shuangru Biotech., China). pCMV-m*Tet1* (full-length mouse *Tet1*) plasmid was a kind gift from Dr. Wuhan Xiao; pCMV-m*Tet1*△CD (mouse *Tet1* enzymatic domain truncation) plasmid was constructed using a standard protocol. TCMK-1 cells were transfected with different plasmids, *in vitro* hypoxia and reperfusion (HR) experiments (12 hr hypoxia followed by 1 hr reperfusion) were performed as previously described 25. For TGF-β recombinant protein (Novoprotein, Suzhou, China) treatment, TCMK-1 cells were treated with 0, 5 or 10 ng/ml TGF-β for 24 h.

### MTT assays

TCMK1 cells were cultured at a density of 3000 cells/well in a 96-well plate for 12 hours, and then transfected with the empty vector, pCMV-m*Tet1*, or pCMV-m*Tet1*△CD. 24 hours later, cells were treated to produce HR injury, then MTT assays were performed as previously reported 26.

### Measurement of SOD activity

A superoxide dismutase (SOD) assay kit (Beyotime Biotech., Shanghai, China) was used to measure the oxidative stress level in the kidneys and TCMK1 cells.

### Assessment of renal function

Blood samples were centrifuged at 2000 g for 15 min at 4 ℃, and serum was collected subsequently. Serum creatinine (Crea) and blood urea nitrogen (BUN) levels were measured using a creatinine reagent kit or a BUN reagent kit (both from Jiancheng Bio., Nanjing, China), respectively.

### Histology, immunohistochemical, immunofluorescent and dihydroethidium staining

Paraffin embedded renal sections were used for hematoxylin-eosin (H&E), sirius red or immunohistochemical staining. H&E staining was performed to evaluate pathological lesions as previously described 27, 28. Sirius red staining (SenBeijia Biotech., Nanjing, China) was performed to detect fibrosis. For immunohistochemical staining, primary antibodies for Ly6G, CD3, F4/80, 5hmC or Tet1 were applied to sections (detailed information in Table S1) overnight at 4 °C, then incubated with an appropriate biotinylated secondary antibody and ABC-peroxidase solution (Vector Laboratories, Burlingame, CA) sequentially, and finally visualized using 3,3′-diaminobenzidine (DAB, Cwbiotech, Beijing, China).

OCT (Sakura Finetek, Torrance, CA) embedded renal cryosections were used for immunofluorescent staining, as well as for renal tubular markers and dihydroethidium (DHE) staining. Cryosections were incubated overnight with a Tet1 antibody (Table S1) followed by an appropriate Alexa Fluor labelled secondary antibody (Thermo Fisher, Waltham, MA). For renal tubular staining, cryosections were incubated with PNA (peanut agglutinin, detecting distal tubules and collecting ducts), or LTL (lotus tetragonolobus lectin, detecting proximal tubules), or DBA (dolichos biflorus agglutinin, detecting collecting ducts) (all from Vector Laboratories), respectively, as previously reported 27, 29. For DHE staining, cryosections were incubated with 10 μM DHE (Beyotime) at 37 °C for 30 min. Sections were then covered with DAPI (Sigma) and antifading medium (Invitrogen). Sections were imaged using a Leica TCS SP8 confocal microscope (Milan, Italy). Quantitative analysis of positively stained cells was performed as previously reported 29, 30.

### Dot blot assays

Genomic DNA was isolated using a genomic DNA extraction kit (Tiangen Biotech., Beijing, China), and dot blot assays were performed 17. Briefly, 100 ng of denatured DNA was spotted onto a nitrocellulose membrane (Bio-Rad, Hercules, CA). After cross-linking and blocking, anti-5hmC or anti-5mC antibody (Active motif, California, CA) was applied, then probed with HRP-conjugated secondary antibody (Bio-Rad), visualized by enhanced chemiluminescence reagent (Beyotime), and quantitated using Quantity One (Bio-Rad).

### Bisulfite sequencing

Bisulfite modification of genomic DNA was performed using a Bisulfite Conversion Kit (Active Motif) following the manufacturer's instruction. The promotors (-1500 bp to +200 bp relative to the +1 transcription start site) of *Sod1* or *Sod2* were amplified using primers designed using MethPrimer (http://www.urogene.org/) (Table S2). PCR was performed using Hot Start Taq Polymerase (Qiagen, Germany). PCR fragments purified from agarose gels were cloned into the pMD18-T vector (Tsking Biotech., Beijing, China). At least 10 clones of each sample were selected for sequencing and analyzed using DNAMAN software (San Ramon, CA) 17.

### RNA sequencing and analysis

Total renal RNA was isolated. RNA sequencing and data analyses were performed by Novogene Bioinformatics (Beijing, China) 31. Differentially expressed genes were assessed with a threshold of adjusted *P* value < 0.05 and |log_2_FoldChange| > 0.5. Novogene's cloud platform (https://magic.novogene.com/) was used for KEGG pathway enrichment, while Graphpad Prism (v8.0.1) was used to generate a heatmap.

### Co-immunoprecipitation (Co-IP)

Renal tissues were ground in immunoprecipitation buffer (Beyotime) supplemented with protease inhibitors and then centrifuged at 8000 g for 10 mins to obtain whole cell lysates. Lysates were immunoprecipitated with the Tet1 antibody or respective IgG with Protein A/G magnetic beads (MedChem Express, NJ) overnight at 4 °C 32. After washing, the beads were boiled in loading buffer and subjected to Western blots.

### Chromatin immunoprecipitation (ChIP)

ChIP assays were performed as previously described 33, 34. Briefly, 48 hours after transfection with empty vector or the pCMV-*mTet1* plasmid, TCMK1 cells were crosslinked with 1% formaldehyde, then quenched with glycine. Crosslinked chromatin was sheared using micrococcal nuclease (New England Biolabs, Beverly, MA) and sonication. Chromatin was immunoprecipitated using anti-Tet1 antibody or rabbit IgG (Table S1). Purified DNA was detected by qPCR (primer sequences provided in Table S2). Input samples were used as the internal control for comparison between samples.

### Western blots and Quantitative real-time PCR (qPCR)

Western blots and qPCR were performed as previously described 35, 36. Antibodies and primers are shown in Tables S1 and S2.

### Statistical analysis

The data are presented as means ± SD. The normal distribution of data was tested using Graphpad Prism (v8.0.1). For two-group comparison, statistical significance of normally distributed data was analyzed using an unpaired two-tailed Student's test, while non-normally distributed data was analyzed using Mann-Whitney U test. For multiple-group comparison of normally distributed data, one-way ANOVA with Tukey's test was used for a single independent variable, while two-way ANOVA with Tukey's test was used for two independent variables. Differences were considered statistically significant at *P* < 0.05.

### Data availability

RNA-seq data from this study is available in the NCBI GEO database (accession code GSE232751, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE232751, reviewer token mjkluckqdtchxcp).

## Results

### Tet1 is significantly upregulated in AKI and AKI to CKD stages after I/R injury

To investigate the role of Tet1 in I/R-induced renal injury, the protein level of Tet1 was determined in mice at different time points following injury. Although the Tet1 level was relatively low in non-injured kidneys, Tet1 was significantly increased at day 3 and day 7 (AKI stage, I/R 3D and I/R7D), and remained high at day 21 (AKI to CKD stage, I/R 21D) after I/R injury in female mice (Figure 1A). Immunohistochemical studies consistently demonstrated weak Tet1 staining in renal glomeruli and tubular cells under non-injury conditions; after I/R injury, a significant increase in the nuclear Tet1 level was found in renal tubules and glomeruli at the AKI stage and the AKI to CKD stage with no gender-based differences (Figure S1A-B). However, no significant change in the transcriptional level of *Tet1* was observed in mouse kidney upon renal I/R injury (Figure 1B and Figure S1C). Post-translational modifications affect protein stability, structure and function 37. Ubiquitination or PARylation of Tet1 have been shown to alter its stability 38, 39. Co-immunoprecipitation assays were performed to determine whether Tet1 was PARylated or ubiquitinated following I/R injury. PARylation, but not ubiquitination, of Tet1 was increased in the kidneys at I/R 3D, suggesting increased PARylation of Tet1 may contribute to accumulation of renal Tet1 protein level after I/R injury (Figure S1D).

The kidney consists of multiple cell types with different functions. To identify the type of renal tubular cells that harbor increased Tet1, we co-stained cells for Tet1 and with different renal tubular markers, including LTL (lotus tetragonolobus lectin, detecting proximal tubules), PNA (peanut agglutinin, detecting distal tubules and collecting ducts), and DBA (dolichos biflorus agglutinin, detecting collecting ducts). While weak Tet1 staining was found in the proximal tubular cells, distal tubular cells, and collecting tubular cells under non-injury conditions, significantly increased nuclear Tet1 staining was found in these tubular cells at the AKI stage and the AKI to CKD stage in injured female mice (Figure 1C-D and Figure S1E). Similar results were found in male mice (data not shown). Interestingly, increased Tet1 protein level was found in TCMK1 cells upon TGF-β treatment, indicating that Tet1 protein may response to fibrotic stimulation *per se* (Figure S2). The persistent upregulation of Tet1 suggested its potential role in the pathogenesis of both AKI and the following AKI to CKD transition.

### Knockout of *Tet1* exacerbates I/R injury at both AKI stage and the AKI to CKD stage

To study the role of Tet1 in renal I/R injury, *Tet1* knockout (*Tet1* KO;* Tet1-/-*) mice and their gender-, age-matched wildtype (WT; *Tet1*^+/+^) littermates were studied (Figure S3A). The deletion efficiency of Tet1 in the kidney was examined. *Tet1* mRNA was barely detectable, while *Tet2* and *Tet3* mRNA levels were unaffected in the kidneys of *Tet1* KO mice (Figure S3B). Immunochemical staining further showed a significant reduction in the Tet1 protein level in the cortex and medulla of *Tet1* KO female mice (Figure S3C). Similar results were observed in male mice (data not shown). We and others have reported that *Tet1* KO mice are born at approximately 30% of the expected Mendelian ratio with a slight reduction in body size, which may be due to defects in embryonic development, while the *Tet1* KO mice that survive are viable 17, 40. At 12 weeks of age, adult* Tet1* KO mice showed similar renal morphology, number of glomeruli and kidney weight compared with those of their WT littermates (Figure S3D-F). Furthermore, normal renal function, as indicated by serum creatinine and BUN (blood urea nitrogen) levels, was found in *Tet1* KO female mice (Figure S3G). Similar results were found in adult male mice (data not shown).

Since Tet1 was elevated in both AKI and AKI to CDK stages (Figure 1), we first studied its role in the AKI stage (I/R 3D) in both male and female mice. *Tet1* KO female mice exhibited more severe renal morphological injury than WT mice at I/R 3D (Figure 2A). Significantly higher transcriptional levels of *Kim1* (kidney injury molecule 1) and *Ngal* (neutrophil gelatinase associated lipocalin) were consistently observed, indicating increased tubular damage in *Tet1* KO female mice at I/R 3D (Figure 2B). To explore whether the more severe renal injury observed in *Tet1* KO mice was due to increased cell death, a terminal deoxynucleotidyl transferase TUNEL (dUTP nick-end labeling) assay was performed. While there was no difference in the number of renal TUNEL^+^ cells between non-injured WT and *Tet1* KO female mice, an increase in cell death was observed in *Tet1* KO female mice compared to WT mice at I/R 3D (Figure 2C). Meanwhile, Western blots demonstrated an elevated Bax/Bcl2 ratio as well as an increase in cleaved Caspase-3 in the kidney of *Tet1* KO female mice at I/R 3D (Figure 2D-E). Similarly, *Tet1* KO male mice showed more severe pathological damage and cell death at I/R 3D (Figure S4), indicating that Tet1 deficiency increases renal I/R induced AKI in both genders.

To further assess the role of Tet1 in AKI to CKD transition, we collected renal samples at 21 days after renal I/R (I/R 21D). H&E staining revealed that *Tet1* KO female mice had more severe damage than WT female mice at I/R 21D (Figure 2F). qPCR results demonstrated that fibrotic related genes such as *Tgfb1* (transforming growth factor beta 1), *Acta2* (actin alpha 2) and *Ctgf* (connective tissue growth factor) were significantly upregulated in kidneys of *Tet1* KO mice compared with WT mice at I/R 21D (Figure 2G). Sirius red staining and immunohistochemical staining for α-SMA all demonstrated increased renal fibrosis in WT mice, which was further increased in *Tet1* KO female mice at I/R 21D (Figure 2H-I). In contrast, there was a similar level of pathological injury in injured WT and *Tet1* KO male mice at I/R 21D (Figure S5). Thus, losing Tet1 aggravated the AKI to CKD transition induced by renal I/R, at least in female mice. Based on this observation, the following experiments were carried out using female mice.

### Tet1 knockout reduces renal 5hmC and promotes inflammation in I/R injury

Recent studies suggest that Tet1 plays a role in a variety of diseases and biological processes by regulating DNA methylation and genome remodeling 41, 42. To establish whether depletion of Tet1 affects renal methylation/hydroxymethylation and gene transcription levels, we first examined the global levels of 5mC and 5hmC and analyzed the gene expression profile in the kidney at I/R 3D. Immunohistochemical and dot blot results showed that the level of renal 5hmC was significantly decreased in injured WT mice, which was further decreased in injured *Tet1* KO mice at I/R 3D; while there was no significant difference between non-injured WT and *Tet1* KO female mice (Figure S6A-B). However, there was no significant difference in the renal 5mC level between WT and *Tet1* KO female mice under non-injury and I/R 3D injured conditions (Figure S6B).

To determine the genes exhibiting altered expression in injured *Tet1* KO and WT female mice at I/R 3D, we analyzed the global transcriptome. 

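Whole kidney RNA from female mice was sequenced in 8 libraries, 2 for each of 4 groups: non-injured WT (WT-NI), non-injured Tet1 KO (KO-NI), and WT and Tet1 KO kidneys 3 days after 45 min of ischemia (WT-I/R 3D and KO-I/R 3D). Each library was made from RNA pooled from 3 mice, so 2 libraries stand for 6 mice and the spread between them is a spread between pools. Tet1 was listed at 0.378 and 0.323 FPKM in the WT-NI libraries, 0.551 and 0.382 in the libraries labelled KO-NI, 0.243 and 0.313 in the WT-I/R 3D libraries and 0.189 and 0.159 in the libraries labelled KO-I/R 3D. These levels come from 51 to 96 reads per library. The value covers the whole gene, so it does not check a deleted part of it. Tet1 lay below the filter of the main test. With limma voom on the recovered reads it had a log2 fold change of -0.68 (standard error 0.30, adjusted p = 0.252) in KO-I/R 3D against WT-I/R 3D and of 0.37 (standard error 0.27, adjusted p = 0.734) in KO-NI against WT-NI. In the paper, qPCR found Tet1 mRNA barely detectable in KO kidneys (Figure S3B). The deposited values are FPKM, which the authors had already scaled between libraries. Multiplied by gene length they gave whole read numbers, with 13961281 to 18480858 reads per library. Differences were tested with limma on log2(FPKM + 0.1) over the 15650 genes with at least 1 FPKM in at least 2 libraries, all 4 groups in 1 model, at the paper's thresholds of an adjusted p under 0.05 (Benjamini-Hochberg) and an absolute log2 fold change over 0.5. The first KO-NI library stood apart: 1804 genes differed more than 2-fold between the KO-NI libraries, against 723 to 838 between the libraries of each other group, and 10.9% of its reads were mitochondrial against 7.49% in the other KO-NI library.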

Compared to non-injured kidneys, 2609/2150 significantly upregulated/downregulated genes were found at I/R 3D in injured kidneys of WT mice (Figure S7A). 

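Injury markers of the tubule rose. Havcr1, which encodes Kim1, went from 0.228 ± 0.0605 FPKM in WT-NI to 177 ± 66.7 FPKM in WT-I/R 3D (SD, n = 2 libraries). Of 32 tubular injury and repair genes, 29 rose and none fell, Timp1 by 5.89 and S100a6 by 4.38 on the log2 scale. Genes of mitosis rose with them, 44 of 46 measured, including Cdk1 and Ccnb1, which drive entry into mitosis. Macrophage and monocyte markers rose in 24 of 26 cases, with Lyz2, the lysozyme of these cells, at 16.4 ± 3.06 FPKM before and 254 ± 18.5 FPKM after injury. Among the genes that fell were Ppara, the nuclear receptor that drives fatty acid oxidation (log2 fold change -2.22, standard error 0.16), Pck1 of gluconeogenesis (-2.24) and the proximal tubule transporters Slc5a2 (-1.51) and Slc6a19 (-1.87). Of 42 proximal tubule markers, 24 fell and 1 rose. In all, limma called 1393 genes higher and 1322 lower in WT-I/R 3D than in WT-NI. With TPM, which moves the median of all genes by 0.17, it called 1811 higher and 717 lower. Without the first WT-NI library 295 and 76 were called, without the second WT-NI library 382 and 101, without the first WT-I/R 3D library 480 and 231, and without the second WT-I/R 3D library 205 and 82.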

Meanwhile, *Tet1* knockout resulted in significant upregulation of 775 genes and downregulation of 1234 genes compared with those of WT mice at I/R 3D (Figure S7B). 

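Injured kidneys differed by genotype in groups of genes, in both directions. Havcr1 was 401 ± 36.3 FPKM in KO-I/R 3D against 177 ± 66.7 FPKM in WT-I/R 3D (SD, n = 2 libraries, log2 fold change 1.23, standard error 0.37, adjusted p = 0.175 from limma). Lcn2, which encodes Ngal, was 107 ± 41.9 against 52.5 ± 13.5 FPKM (adjusted p = 0.253 from limma). With limma voom on the recovered reads Havcr1 passed (adjusted p = 0.0321) and Lcn2 did not (adjusted p = 0.0888). With limma voom on only the 4 libraries of the comparison, a setting chosen after the data were seen, both passed (adjusted p = 0.0185 and 0.0459). Taken as groups, the 32 tubular injury genes rose (median log2 fold change 0.75, 27 of them higher in both KO-I/R 3D libraries than in both WT-I/R 3D libraries, camera adjusted p = 1.44e-13, or adjusted p = 0.194 with an estimated correlation), and so did genes of mitosis (median 0.61, camera adjusted p = 4.93e-12, or adjusted p = 0.212 with an estimated correlation). The mitosis genes were higher in KO-NI than in WT-NI as well (median 0.60, 45 of 46 above 0, camera adjusted p = 4.34e-15, or adjusted p = 0.936 with an estimated correlation), and the difference of their injury responses between genotypes did not pass (median -0.03, camera adjusted p = 0.754, or adjusted p = 0.939 with an estimated correlation). These 2 values rest in part on low levels without injury. Ccnb1 was at 0.23 and 0.30 FPKM (14 and 18 reads) in WT-NI and at 0.65 and 0.47 FPKM (31 and 27 reads) in KO-NI. Both values also rest on the NI labels, which the Tet1 values, taken over the whole gene, do not settle. With the KO-NI and WT-NI labels exchanged, a test chosen after the result was seen, the median without injury would turn to -0.60. The difference of the injury responses would be 1.24 (camera adjusted p = 1.11e-18, or adjusted p = 0.480 with an estimated correlation). Nuclear genes of the respiratory chain fell, 49 of 49 having values below 0 (median -0.49, camera adjusted p = 5.24e-16, or adjusted p = 0.194 with an estimated correlation). Gene by gene, limma called 0 genes higher and 0 lower at the thresholds. At an unadjusted p under 0.05 there were 878 higher and 1776 lower, a split that TPM turned to 1982 higher and 1009 lower, and the smallest adjusted p was 0.0862. Without the first KO-NI library 109 genes were called higher and 546 lower, and without the second 111 and 551. With only the 4 libraries of the comparison limma called 0 and 0, and limma voom on the recovered reads of all 8 libraries called 82 and 305.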

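Genes that injury had raised in WT kidneys tended to be higher still in KO-I/R 3D, and genes that it had lowered tended to be lower still. Of the 1393 genes that rose after injury in WT mice, 1201 (86.2%) had a higher mean in KO-I/R 3D than in WT-I/R 3D, with a median log2 difference of 0.35, and 414 lay more than 0.5 higher with both KO-I/R 3D libraries above both WT-I/R 3D libraries. Of the 1322 that fell, 1152 (87.1%) had a lower mean, with a median log2 difference of -0.35, and 445 lay more than 0.5 lower with both libraries below. These comparisons share the WT-I/R 3D libraries with opposite sign, so with no effect at all their fold changes run against each other: across genes, the correlation was 0.20 against a mean of -0.50 in 100 simulated sets, and the covariance was 0.09 against -0.11. The simulated sets held no injury response, so their correlation is not the one to expect from a real injury response without a Tet1 effect. Genes are not independent replicates. With the 2 WT-I/R 3D libraries split, the first in the injury comparison and the second in the KO comparison, the correlation was 0.25, and of the 205 genes called higher and 82 called lower after injury 89.3% and 87.8% went further. With the 2 exchanged it was 0.39, with 95.2% of 480 and 95.7% of 231. This split still shares the WT-I/R 3D group and was made after the pattern was seen. No gene passed limma's thresholds in both comparisons in the same direction. Limma voom on the recovered reads called 57 genes higher in both and 185 lower in both, where independent lists would share 8.86 and 28.5.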

Since *Tet1* knockout exacerbated renal injury, we focused on the 484 genes that were further upregulated and the 587 genes that were further downregulated in injured *Tet1* KO mice (Figure 3A-B). 

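Chemokines and their receptors, which guide immune cells, answered injury. As a list they differed between KO-I/R 3D and WT-I/R 3D at the preset correlation only. In WT mice 23 of 37 rose after injury, Ccl2, which draws monocytes, by 4.22 on the log2 scale. In KO-I/R 3D against WT-I/R 3D, 33 of the 37 had values above 0 and the list rose as a group (median log2 fold change 0.55, camera adjusted p = 2.33e-07, or adjusted p = 0.194 with an estimated correlation). The other cytokines and receptors rose by less (median 0.30 over 91 genes, camera adjusted p = 6.93e-05, or adjusted p = 0.211 with an estimated correlation). Of 44 genes that degrade valine, leucine and isoleucine, 29 fell after injury in WT mice, Pccb with a log2 fold change of -0.99 and Aldh7a1 of -1.06, and 44 had values below 0 in KO-I/R 3D against WT-I/R 3D (median -0.58, camera adjusted p = 3.30e-18, or adjusted p = 0.194 with an estimated correlation). No member of these lists was called alone in that comparison over all genes tested. Adjusted over the list alone, 0 of the 37 chemokine genes passed, 2 of the 91 other cytokine genes were higher and 1 lower, and 26 of the degradation genes were lower. Markers of every tubule segment listed fell in the same comparison: proximal tubule (median -0.69), loop of Henle (-0.97), distal convoluted and connecting tubule (-0.81), principal cells (-0.62) and intercalated cells (-0.89), with camera adjusted p from 1.14e-10 to 5.81e-04, or adjusted p from 0.194 to 0.331 with an estimated correlation, and macrophage markers rose (median 0.50, camera adjusted p = 6.53e-07, or adjusted p = 0.331 with an estimated correlation). With limma voom on the recovered reads, Fisher's exact test (one-sided) found 5 chemokine genes among the 57 called higher in both comparisons (adjusted p = 6.33e-06), and 7 peroxisome genes (adjusted p = 0.000150) and 10 degradation genes (adjusted p = 3.47e-10) among the 185 called lower in both. Fisher's test takes genes as independent, and camera gave each of these 3 lists an adjusted p = 0.194 with an estimated correlation in KO-I/R 3D against WT-I/R 3D. After injury in WT mice 28 of 33 pathway lists passed camera at the preset correlation. None passed there with an estimated one (smallest adjusted p = 0.124), so a list that does not pass it is not shown to be unchanged. The lists were written from general knowledge and are not KEGG's own.

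**Figure D1:**
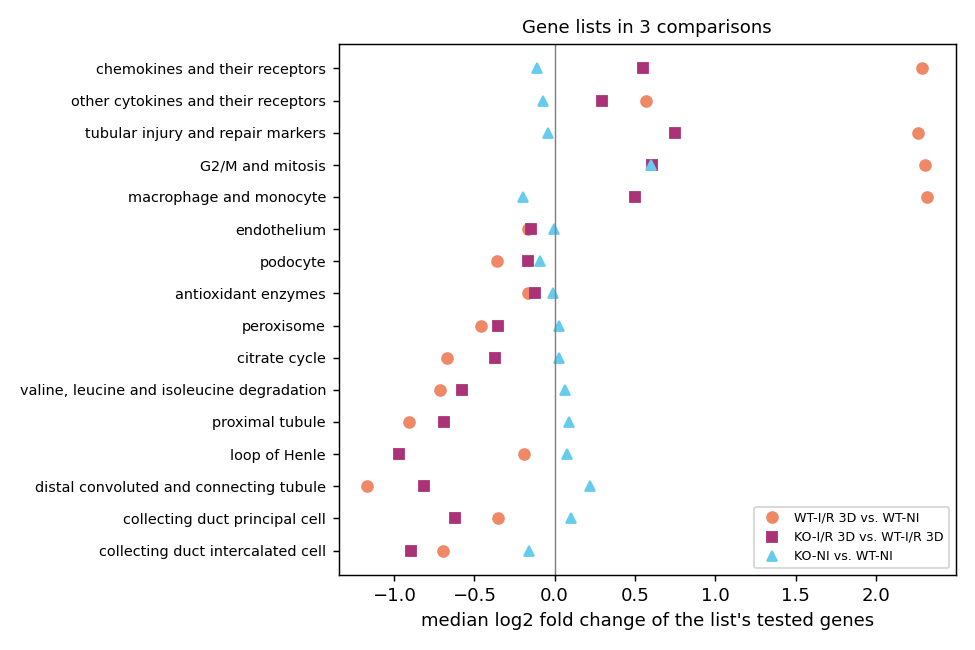
Median log2 fold change of the tested genes of 16 gene lists in 3 comparisons (circles, WT-I/R 3D vs. WT-NI; squares, KO-I/R 3D vs. WT-I/R 3D; triangles, KO-NI vs. WT-NI), each median taken over the genes of 1 list. The list of mitosis genes lies at 2.30 after injury in WT mice, at 0.61 in KO-I/R 3D against WT-I/R 3D and at 0.60 in KO-NI against WT-NI.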

At I/R 3D, KEGG enrichment showed that some of I/R-upregulated immune and inflammatory pathways, such as the cytokine-cytokine receptor interaction pathway, were further upregulated by *Tet1* ablation; while I/R-downregulated peroxisome as well as valine, leucine and isoleucine degradation pathways were further downregulated by *Tet1* ablation (Figure 3A-B).

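Cxcl5 and Ccl7 were listed at 0 FPKM in all 4 non-injured libraries and reached 2.4 ± 0.681 and 2.74 ± 0.156 FPKM in WT-I/R 3D and 6.47 ± 1.97 and 6.29 ± 0.691 FPKM in KO-I/R 3D (SD, n = 2 libraries). Ccl6, a chemokine of myeloid cells, was 1.67 ± 0.114 FPKM in WT-NI, 9.06 ± 1.13 in WT-I/R 3D and 15.8 ± 1.5 in KO-I/R 3D. Ccl9 was 5.07 ± 0.248 FPKM in WT-I/R 3D and 8.73 ± 0.997 in KO-I/R 3D, and Ccl12 was 4.21 ± 1.62 and 11.3 ± 3.47. All 5 chemokines rose after injury in WT mice, and the receptor gene Tgfbr1 did not pass that test (12.3 ± 1.16 FPKM in WT-NI and 11.6 ± 0.0917 in WT-I/R 3D). Each of the 6 genes was higher in both KO-I/R 3D libraries than in both WT-I/R 3D libraries, an order that 2 against 2 libraries give by chance in 16.7% of cases in each direction. The log2 fold changes between these groups ran from 0.50 for Tgfbr1 to 1.42 for Ccl12, with limma adjusted p from 0.133 to 0.295. With limma voom on the recovered reads Cxcl5, Ccl6, Ccl7 and Ccl9 passed, with adjusted p from 0.0382 to 0.0493, and Ccl6 also passed in limma without the first or without the second KO-NI library (adjusted p = 0.0382 and 0.0377). Over all settings run, the adjusted p of Cxcl5 lay between 0.0279 and 0.738. The genes were chosen by the study from these libraries, so their direction is not independent evidence.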

Altered expression of genes involved in cytokine-cytokine receptor interaction was verified by qPCR (Figure 3C-D). Transcription of *Ccl6* (C-C motif chemokine ligand 6)*, Ccl7, Ccl9* and *Cxcl5* (C-X-C motif chemokine ligand 15) was increased in the kidneys of injured WT mice and was further upregulated in injured* Tet1* KO mice at I/R 3D (Figure 3D). Excessive expression of cytokines in the kidneys of KO mice may increase the infiltration of inflammatory cells and further aggravate tissue inflammation. As expected, the number of infiltrating macrophages (F4/80^+^ cells) and lymphocytes (CD3^+^ cells) was increased in the injured kidneys of WT mice, and was further increased in the injured kidneys of *Tet1* KO mice at I/R 3D (Figure 3E).

### Tet1 knockout increases oxidative stress in renal I/R injury

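Genes lower in KO-I/R 3D than in WT-I/R 3D outnumbered those higher in the deposited FPKM, and the split depended on how the libraries were scaled. Both KO-I/R 3D libraries lay below both WT-I/R 3D libraries by more than 0.5 in mean log2 FPKM for 1673 genes and above them for 1148, a ratio of 1.46. Without a minimum difference, 29.5% of the genes tested were lower and 28.0% higher in both libraries, against 16.7% by chance in each direction. At an unadjusted p under 0.05 from limma, 1776 genes were lower and 878 higher. With TPM, which moves the median of all genes by 0.13, the split turned to 1009 lower and 1982 higher. The genes of valine, leucine and isoleucine degradation and of the peroxisome stayed below 0 with TPM, with medians of -0.45 and -0.22, and chemokines stayed above it, with a median of 0.70. In non-injured kidneys 870 genes were lower in both KO-NI libraries by more than 0.5 and 663 higher. With the KO-NI and WT-NI labels exchanged, this split would turn to 663 lower and 870 higher. No ratio of called genes exists for limma on log2 FPKM, where both counts were 0. On the recovered reads with limma voom it was 3.72.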

Analysis of RNA sequencing (RNA-seq) data in the kidneys of *Tet1* KO female mice suggested that the number of downregulated genes was nearly twice that of upregulated genes, together with a reduction in 5hmC at I/R 3D (Figure 3A-B and Figure S6), which indicated that Tet1 may be more prone to activating than inhibiting gene expression in the kidney. 

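After injury in WT mice, 28 of 76 peroxisome genes fell and none rose, among them Ehhadh (278 ± 41.1 FPKM in WT-NI and 91.7 ± 16.1 in WT-I/R 3D, SD, n = 2 libraries) and Hsd17b4, enzymes of peroxisomal fatty acid oxidation. In KO-I/R 3D, 53 of the 76 genes were lower in both libraries than in both WT-I/R 3D libraries and 6 were higher in both. The list fell as a group, with a median log2 fold change of -0.35 (limma camera adjusted p = 4.82e-10, or adjusted p = 0.194 with an estimated correlation). Markers of the tubule segments fell by more in the same comparison, with medians from -0.97 in the loop of Henle to -0.62 in principal cells of the collecting duct. No peroxisome gene passed over all genes tested. Adjusted over the list alone, 15 were lower and none higher. Another list, of 37 antioxidant enzymes, had a median of -0.12 (camera adjusted p = 0.0611). In non-injured kidneys the peroxisome list had a median of 0.03 in KO-NI against WT-NI (camera adjusted p = 0.456). With the labels as given, the response of the list to injury itself was lower in KO than in WT kidneys (median difference -0.35, camera adjusted p = 8.61e-11, or adjusted p = 0.213 with an estimated correlation). With the KO-NI and WT-NI labels exchanged it was -0.26 (camera adjusted p = 1.97e-04, or adjusted p = 0.480 with an estimated correlation).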

The further downregulated peroxisome pathway in injured *Tet1* KO female mice caught our attention (Figure 3B), since the kidney is rich in peroxisomes containing antioxidant enzymes, particularly superoxide dismutase (SODs) and catalase (Cat), to regulate cellular redox homeostasis; while disrupted redox homeostasis is an important pathogenic driver in AKI 43, 44. Differences in the peroxisome antioxidant defense system associated genes between *Tet1* KO and WT mice identified by RNA-seq (Figure 4A) were further validated using qPCR. 

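Sod1, the cytosolic superoxide dismutase, was 98.9 ± 9.42 FPKM in WT-I/R 3D and 65.1 ± 4.19 FPKM in KO-I/R 3D (SD, n = 2 libraries). Sod2, the mitochondrial form, was 23.9 ± 2.75 and 15.2 ± 2.24 FPKM, and catalase, which breaks down hydrogen peroxide, 203 ± 11.7 and 135 ± 24.3 FPKM. Before injury in WT mice Sod1 stood at 108 ± 5.11, Sod2 at 40.9 ± 0.9 and Cat at 426 ± 12.2 FPKM. Sod2 and Cat fell after injury (limma adjusted p = 0.0165 and 0.00777) and Sod1 did not pass (log2 fold change -0.12, limma adjusted p = 0.802). Idh2, Hao2 and Pecr, 3 metabolic enzymes of the heat map, were also lower in both KO-I/R 3D libraries than in both WT-I/R 3D libraries. Log2 fold changes in KO-I/R 3D against WT-I/R 3D were -0.60 for Sod1 (standard error 0.29, limma adjusted p = 0.353), -0.65 for Sod2 (standard error 0.15, adjusted p = 0.118) and -0.60 for Cat (standard error 0.16, adjusted p = 0.142), and none of the 6 passed. KO-NI is in neither group compared, yet without its first or without its second library Sod1 (adjusted p = 0.0422 and 0.0406) and Idh2 (adjusted p = 0.0378 and 0.0368) passed in limma. Leaving out a KO-NI library does not change these fold changes, only the variance estimate and which genes are tested. With limma voom on all recovered reads Idh2 passed (adjusted p = 0.0316) and Sod1 did not (adjusted p = 0.230). Of the settings chosen after the data were seen, library weights called Sod2 and Idh2. Limma voom on only the libraries of the comparison called all of the 6 but Hao2. Over all settings run, the limma adjusted p of Sod1 lay between 0.0303 and 0.804. In KO-NI, Sod1 was 59.2 FPKM in the first library and 116.9 in the second. From the peroxisome pathway in the RNA-seq and the antioxidant enzymes known in peroxisomes, the paper turned to the superoxide dismutases and catalase and tested them further by qPCR.

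**Figure D2:**
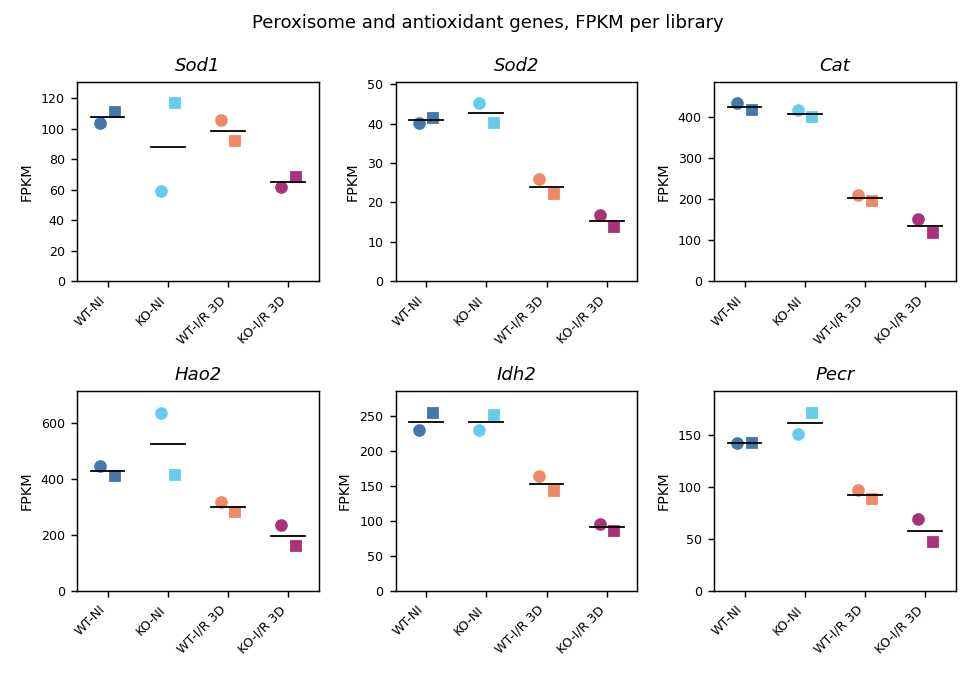
FPKM of 6 genes in each library of the 4 groups (circle, replicate 1; square, replicate 2; line, mean of the 2 libraries), each library a pool of 3 mice. Sod2 stands at 23.9 ± 2.75 FPKM in WT-I/R 3D and 15.2 ± 2.24 FPKM in KO-I/R 3D, and Sod1 in KO-NI at 59.2 and 116.9 FPKM.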

The results indicated that transcription of *Sod1*, *Sod2* and *Cat* were significantly decreased in WT kidneys after I/R injury, and was further downregulated in injured *Tet1* KO mice at the AKI stage (Figure 4B). Furthermore, decreased Sod1 and Sod2 protein levels were found in the kidneys of injured *Tet1* KO mice compared with those of injured WT mice at the AKI stage (Figure 4C). Meanwhile, total SOD activity was significantly decreased in WT kidneys, which was further decreased in injured kidneys of *Tet1* KO mice, after I/R 3D injury (Figure 4D). We next examined whether the altered transcription of *Sods* was due to a change in their methylation status. Bisulfite sequencing demonstrated increased DNA methylation on the CpG islands of *Sod1* and *Sod2* promoters in injured *Tet1* KO mice (Figure 4E).

Thus, we proposed that downregulated *Sods* and the decrease in their enzymatic activities may lead to accumulation of excessive reactive oxygen species (ROS), such as superoxide anions and hydroxyl radicals, as well as increased nitric oxide (NO)-derived peroxynitrite after the injury. Dihydroethidium (DHE) staining consistently demonstrated significantly increased ROS production in injured kidneys of WT mice, which was further increased in injured *Tet1* KO mice after I/R 3D injury (Figure 4F); consistently increased DHE staining was also found in* Tet1* KO mice at I/R 21D (Figure S8). Furthermore, 3-nitrotyrosine (3-NT) modified protein levels were increased in the injured kidneys of *Tet1* KO mice at the AKI stage, indicating increased peroxynitrite levels 45 (Figure 4G). ROS overload contributes to oxidative stress and DNA damage, which arrests the cell cycle at the G2/M phase by inhibiting the repair of damaged tubules, and leading to the acceleration of renal injury 9, 46. An increased in p-H2A.X and the cyclin B1/cyclin D1 ratio were consistently found in injured kidneys of *Tet1* KO mice at AKI stage, indicating more DNA damage and cell cycle arrest (Figure 4G). Furthermore, more accumulation of cells in the G2/M phase, as demonstrated by the increased p-H3/Ki67 ratio, was seen in injured kidneys of* Tet1* KO mice at the AKI stage (Figure 4H).

### Tet1 demethylase activity enhances the expression of Sod1 and Sod2

Next, we explored whether Tet1 directly regulates Sod1 and Sod2. Western blots and qPCR analysis demonstrated that over-expression of full-length mouse *Tet1* (m*Tet1*) in TCMK1 cells significantly increased the mRNA and protein levels of Sod1 and Sod2 (Figure 5A-B). ChIP assays demonstrated direct binding of Tet1 to the promoter regions of *Sod1* and *Sod2* (Figure 5C). To investigate whether the regulation of *Sods* by Tet1 depend on its enzyme activity, a truncated form that abolishes enzymatic activity (m*Tet1*△CD) was used (Figure 5D). As expected, the protein levels of sod1 and sod2 were significantly increased after m*Tet1* overexpression under either normoxia or HR conditions, but not in m*Tet1*△CD overexpressed group (Figure 5E). Furthermore, total SOD activity was significantly increased in the m*Tet1* overexpression group, but not in the m*Tet1*△CD overexpression group under either normoxia or HR conditions (Figure 5F). MTT assay and DHE staining results also showed that overexpression of m*Tet1*, but not m*Tet1*△CD, could reduce ROS accumulation and enhance cell viability under HR conditions (Figure 5G-H). Taken together, these results suggest that Tet1 enhances Sod1 and Sod2 levels dependent on its demethylase activity.

### Tempol administration rescues I/R injury in *Tet1* KO mice

To investigate whether ROS overload caused by downregulated *Sods* are responsible for Tet1 deficiency enhanced I/R kidney injury, a membrane-permeable SOD mimetic, tempol, which is an FDA approved medication for cerebral cavernous hemangioma 47, was administered through oral gavage into *Tet1* KO mice after I/R injury. At I/R 3D, DHE staining demonstrated that the increased ROS in injured kidneys of *Tet1* KO mice was normalized by tempol (Figure 6A). The total SOD activity in injured kidneys of *Tet1* KO mice was also rescued by tempol treatment (Figure 6B). H&E staining showed that tempol alleviated the more severe renal injury in *Tet1* KO mice (Figure 6C). Similarly, TUNEL assay demonstrated that tempol completely abrogated the enhanced cell death in injured kidneys of* Tet1* KO mice (Figure 6D). Moreover, immunohistochemical results of F4/80^+^, CD3^+^ and Ly6G^+^ showed that the increased inflammatory cell infiltration in injured kidneys of *Tet1* KO mice was decreased after tempol treatment (Figure 6E). These results suggested that tempol-mediated ROS elimination rescued the exacerbated renal injury in *Tet1* KO mice.

### Knockout of Tet1 exacerbates UUO-induced renal injury

To investigate whether Tet1 responds to other renal injury models, we examined the expression of Tet1 in UUO- or folic acid-induced renal injury models. Like I/R-induced renal injury, Tet1 was significantly increased at day 7 after UUO injury or at day 7 after folic acid overdose injury, while its mRNA level was unchanged (Figure 7A-C and Figure S9). To exclude model-specific effects, the role of Tet1 in renal protection was further investigated in the UUO model. *Tet1* KO mice consistently exhibited more severe renal pathological injury than WT mice at day 7 after UUO injury (Figure 7D). Both α-SMA staining and Sirius red staining showed more severe fibrosis in *Tet1* KO female mice compared to WT mice after UUO injury (Figure 7E). Moreover, the number of infiltrating macrophage (F4/80^+^), T cell (CD3^+^) and neutrophil (Ly6G^+^) was increased in *Tet1* KO mice after UUO injury (Figure 7F); while immunofluorescent staining for p-H3 and Ki67 as well as Western blots for Cyclin B1 and Cyclin D1 indicated more severe G2/M cell cycle arrest in the kidneys of *Tet1* KO mice after UUO injury (Figure 7G-H). Increased DNA damage, as demonstrated by p-H2A.X level, was also observed in the kidneys of *Tet1* KO female mice after UUO injury (Figure 7G). These results demonstrated that knockout of Tet1 exacerbated UUO induced renal injury.

### Knockout of Tet1 increases UUO-induced oxidative stress

To investigate whether the Tet1-Sods-ROS axis also existed in UUO-induced renal injury, the levels of Sod1 and Sod2 were examined. Upon UUO injury, the protein and mRNA levels of Sod1 and Sod2 were significantly reduced in *Tet1* KO mice compared with those of WT mice (Figure 8A-B). Furthermore, the total SOD activity was decreased in *Tet1* KO mice after UUO injury (Figure 8C). Bisulfite sequencing demonstrated that the DNA methylation levels in the promoters of *Sod1* and *Sod2* were increased in *Tet1* KO mice compared with those of WT mice (Figure 8D). In addition, DHE staining demonstrated increased ROS level in the kidneys of *Tet1* KO mice after UUO injury (Figure 8E). These results indicated that in UUO-mediated renal injury, knockout of Tet1 downregulated Sod1 and Sod2 expression and increased oxidative stress.

### Tempol administration rescues UUO-induced kidney injury in *Tet1* KO mice

Finally, we investigated whether tempol could also rescue UUO-induced renal injury in* Tet1* KO mice. Tempol was administered through oral gavage into *Tet1* KO mice after surgery. Seven days after UUO injury, DHE staining demonstrated that increased ROS in injured kidneys of *Tet1* KO mice was rescued by tempol (Figure 9A). The reduction in total SOD activity in injured kidneys of *Tet1* KO mice was also rescued by tempol treatment (Figure 9B). H&E staining showed that the more severe renal injury in *Tet1* KO mice was alleviated by tempol treatment (Figure 9C). Similarly, Sirius red and α-SMA staining demonstrated that tempol administration completely abrogated the enhanced fibrosis in injured* Tet1* KO mice (Figure 9D). Moreover, immunohistochemical staining for CD3^+^, Ly6G^+^and F4/80^+^ showed that the increased infiltration of inflammatory cells in injured kidneys of *Tet1* KO mice was decreased after tempol injection (Figure 9E). These results suggested that tempol treatment rescued the exacerbated kidney injury in *Tet1* KO mice following UUO.

## Discussion

Abnormal DNA methylation has been found in a variety of diseases. As important regulators for DNA methylation, Tet1 and its family members have received extensive attention for their DNA demethylation function 48. For example, Tet1 promotes fatty acid oxidation and inhibits NAFLD progression by hydroxymethylation of the *PPARα* (peroxisome proliferator-activated receptor alpha) promoter 49. *Tet1* deficiency reduces 5hmC levels in spermatogonia and downregulates a subset of genes critical for cell cycle, germ cell differentiation, and meiosis, which leads to premature reproductive senescence 50. For other Tet enzymes, studies on Tet2 KO mice suggested that Tet2 protects renal I/R injury by repressing inflammatory responses 51; while Tet3 mediates the hydroxymethylation of the* Rasal1* (RAS protein activator like 1) gene in renal fibrosis models 52, 53. Our study suggests that Tet1 plays a vital protective role in the acute and acute-to-chronic phases of renal injury.

Our current study demonstrated that Tet1 is significantly increased in multiple models of kidney injury while there was no significant change in *Tet1* mRNA levels in either model (Figures 1, 7, and S9). It has been reported that Tet1 interacts with poly (ADP-ribose) polymerase 1 (PARP1) and is targeted by covalent PARylation in its catalytic domain, which improves the stability of Tet1 and enhances its activity 38, 54. Notably, enhanced PARylation has been found in multiple renal diseases 55, 56. (VprBP-DDB1-CUL4-ROC1) E3 ubiquitin ligase-mediated ubiquitylation on Lys1537 of Tet1 affects its stability 39. Upon AKI injury, we found alteration of PARylation, but not ubiquitination, of Tet1 (Figure S1D). Thus, increased PARylation of Tet1 may contribute to increased Tet protein level during AKI, at least under I/R injury. However, the exact site(s) of Tet1 responsible for PARylation need to be determined. In addition, O-GlcNAc modification on Thr535 of Tet1 has also been reported to enhance its stability in mouse embryonic stem cells 57, however, whether this modification contributes to increased Tet1 protein level following renal injury needs further investigation.

Tet1 plays a protective role against oxidative stress in different tissues/cells. In our study, *Tet1* KO increased ROS accumulation in the kidney, in both the I/R or UUO models. Further study found that *Tet1* KO increased the methylation levels of the CpG island in the *Sod1/2* promoters, inhibited the expression of Sod1/2 and hindered the removal of superoxide (Figures 4 and 8). *In vitro,* Tet1 promotes the expression of Sod1/2 dependent on its enzymatic activity, and overexpression of m*Tet1* rescued oxidative stress induced by hypoxia (Figure 5). It has been reported that Tet1 upregulates Klotho expression through DNA demethylation, thereby inhibiting hydrogen peroxide-induced apoptosis in cerebellar granule cells 58. Moreover, Tet1 plays a protective role in arsenic induced oxidative stress in human bronchial epithelial cells by regulating the methylation of the *OGG1* (8-oxoguanine DNA glycosylase) and *GSTP1* (glutathione S-transferase Pi 1) promoters 41. All these results suggest that Tet1 plays a role in the response to oxidative stress through an enzyme-dependent mechanism, and this effect is not limited to specific tissues/cells.

Oxidative stress induces cell death, leading to inflammation, which in turn leads to kidney injury 59, 60. We consistently found that I/R-induced apoptosis and inflammation are dependent on oxidative stress. In our study, the levels of ROS, apoptotic proteins such as Bax/Bcl2, pro-inflammatory genes and immune cell markers in the kidneys of *Tet1* KO mice were higher than those of WT mice following I/R injury (Figures 2 and 3). After injection of tempol, a ROS scavenger, both apoptosis and inflammation were reduced in I/R injured *Tet1* KO mice along with decreased ROS (Figure 6). We observed the same phenomenon in the UUO model (Figure 9). Therefore, removal of excess reactive oxygen species by activating the antioxidant system may be a key to treating AKI.

In summary, we report increased Tet1 expression in the models of I/R- or UUO-induced AKI, AKI-CKD progression. More severe kidney injury was found in *Tet1* KO mice. Mechanistically, Tet1 promotes the expression of the key antioxidant enzyme Sod1/2 by reducing the methylation on their promoters, thus reducing the accumulation of ROS and the occurrence of inflammation, apoptosis and fibrosis in injured kidney (Figure 9F).

## Supplementary Material

Supplementary figures and tables.

## Figures and Tables

**Figure 1:**
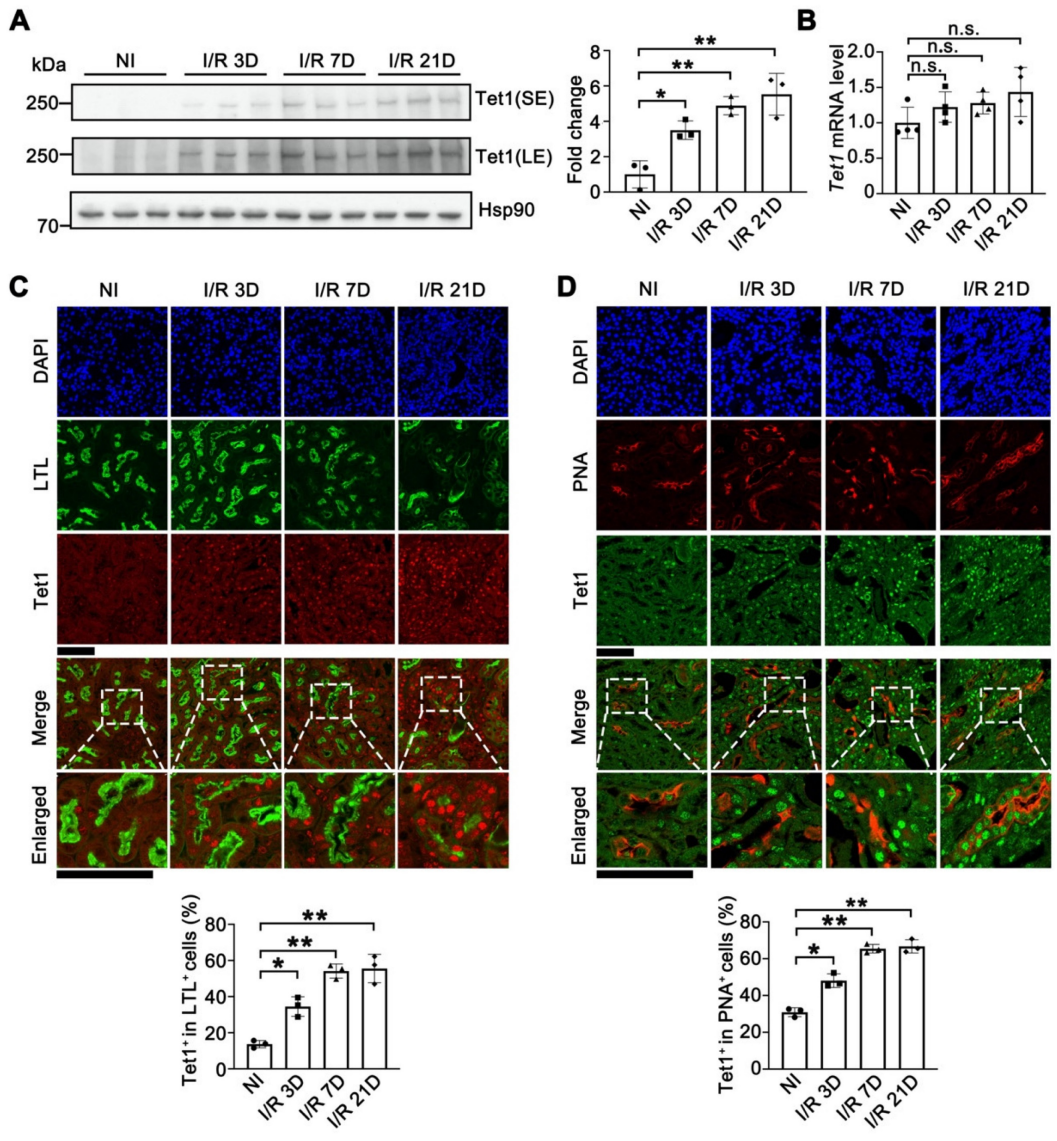
** Tet1 senses renal I/R injury. (A)** Western blot of Tet1 (left) with quantitative results (right) of non-injured (NI) or I/R injured mice at 3, 7, or 21 days after I/R injury (I/R 3D, I/R 7D, I/R 21D); SE, short exposure; LE, long exposure. **(B)** mRNA level of *Tet1* in the kidney at indicated times after I/R injury. **(C)** Representative co-immunofluorescent staining for Tet1 (red) with LTL (lotus tetragonolobus lectin; green) in the kidney, and quantitative results of the percentage of Tet1^+^ cells in LTL^+^ tubular cells. DAPI (blue) stains nuclei; scale bars = 50 μm. **(D)** Representative co-immunofluorescent staining for Tet1 (green) with PNA (peanut agglutinin; red) in the kidney, and quantitative results of the percentage of Tet1^+^ cells in PNA^+^ tubular cells. DAPI (blue) stains nuclei; scale bars = 50 μm. *P < 0.05; **P < 0.01; n.s., not significant.

**Figure 2:**
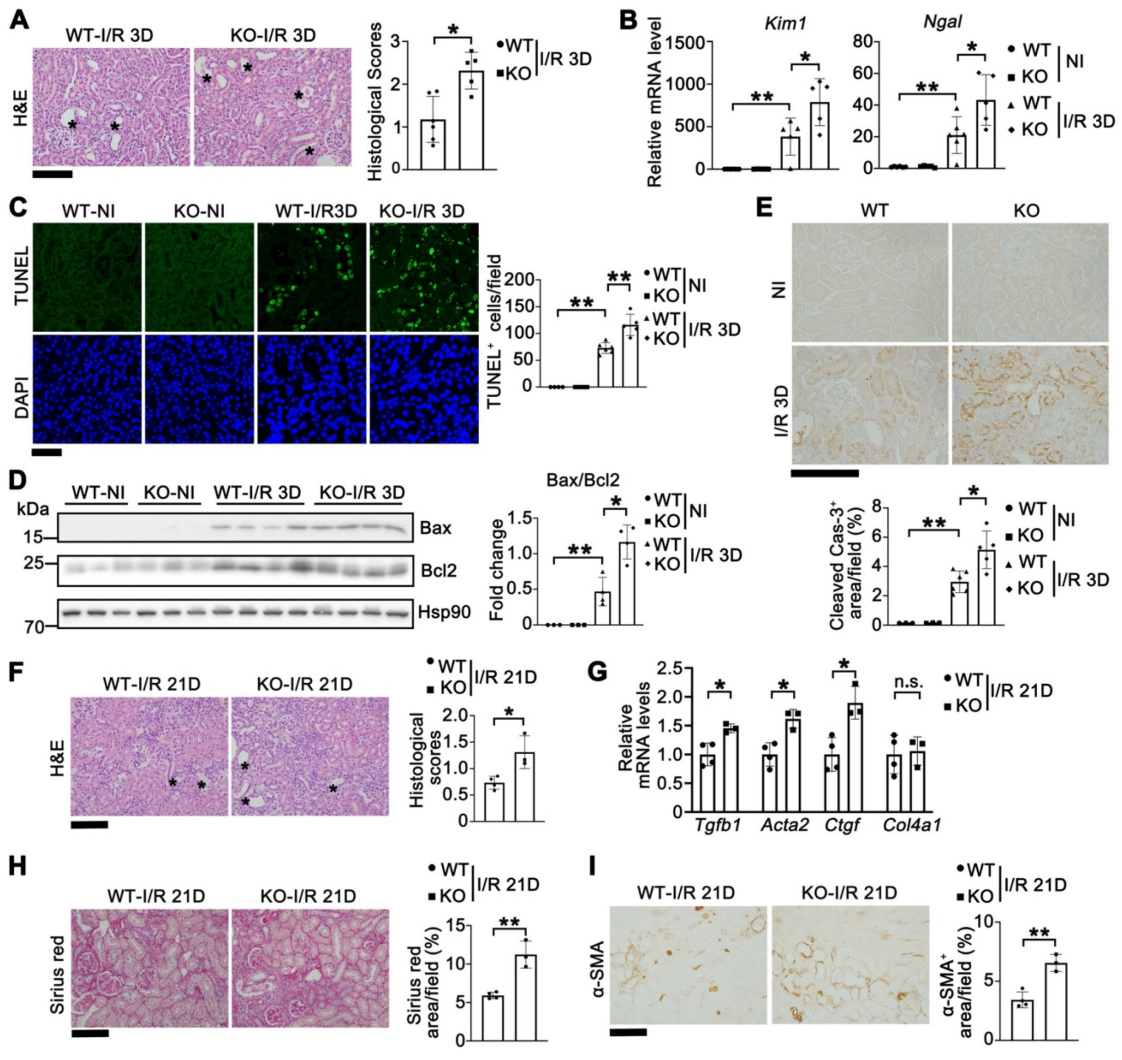
** Tet1 knockout increases I/R-induced acute kidney injury and accelerates the progression of AKI to CKD in female mice. (A)** Representative H&E images (left) with injury scores (right) of the kidney of WT and *Tet1* KO mice at 3 days (I/R 3D) after renal I/R injury. Asterisks indicate injured tubules. Scale bar = 100 μm. **(B)** mRNA levels of *Kim1* and *Ngal* in the kidney of WT and *Tet1* KO mice with or without injury. **(C)** Representative TUNEL images (left) with quantitative results (right) of WT and *Tet1* KO mice with or without injury. DAPI stains nuclei. Scale bar = 50 μm. **(D)** Western blots of Bax and Bcl2 (left) with quantitative results (right) in the kidney of WT and *Tet1* KO mice with or without injury. **(E)** Representative immunohistochemical staining of cleaved Caspase-3 in the kidney of WT and *Tet1* KO mice with or without injury. Scale bar = 100 μm. **(F)** Representative images of H&E staining of the kidney of WT and *Tet1* KO mice at 21 days (I/R 21D) after the renal I/R injury. Scale bar = 100 μm. **(G)** qPCR analysis of indicated genes in the kidney of WT and *Tet1* KO mice at I/R 21D. **(H-I)** Representative images of Sirius Red staining (H) and immunostaining for α-SMA (I) of the kidney of WT and *Tet1* KO mice at I/R 21D, and quantitative results of injury score. Scale bars = 100 μm. *P < 0.05; **P < 0.01.

**Figure 3:**
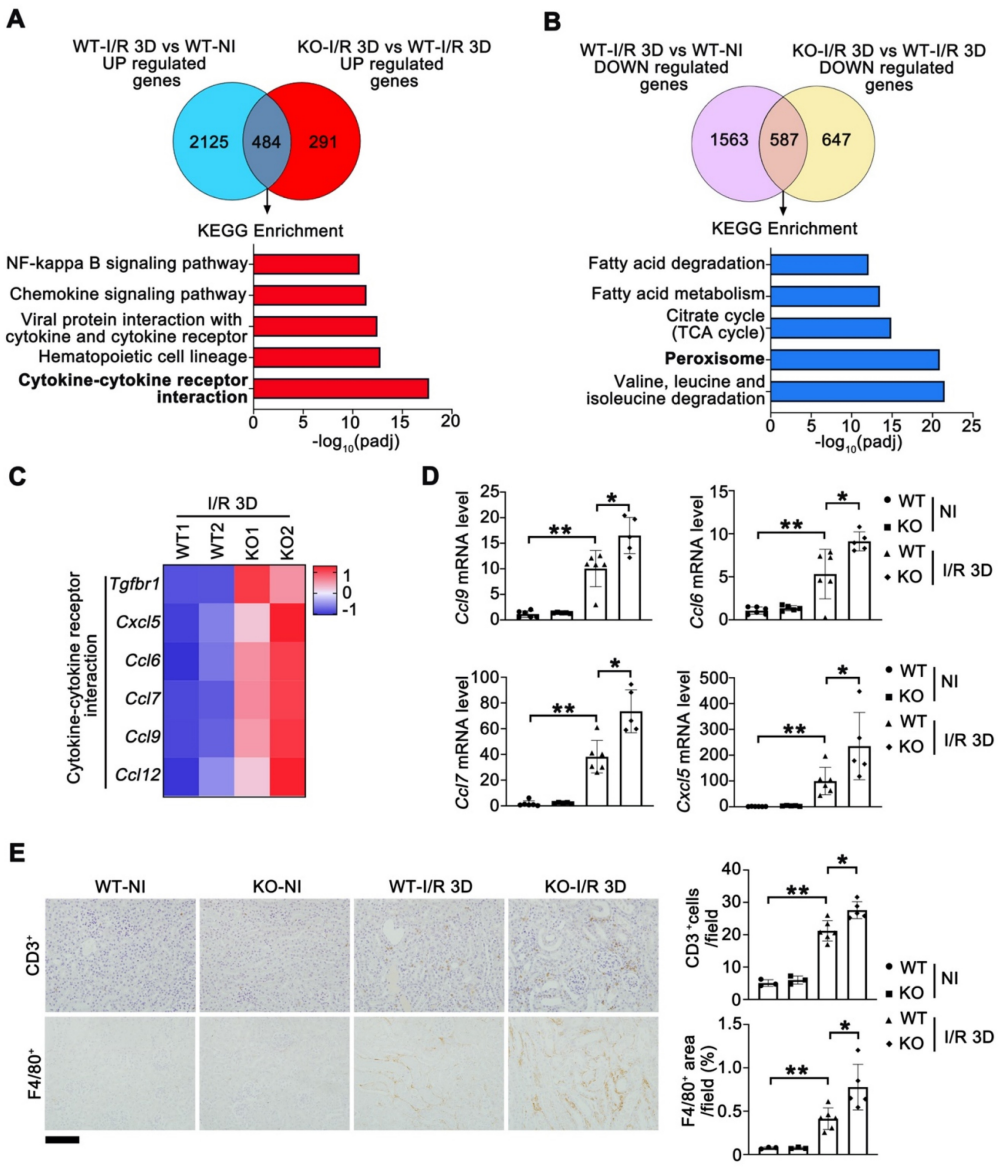
** RNA-sequencing analysis reveals that Tet1 knockout affects peroxisome and cytokine-cytokine receptor interaction in I/R injured female mice. (A-B)** KEGG pathways of co-upregulated and co-downregulated genes in KO-I/R 3D* vs*. WT-I/R 3D and WT-I/R 3D *vs*. WT-NI. **(C)** Heat map of inflammation-related pathways identified by RNA-seq. **(D)** qPCR analysis of indicated genes in the kidney of WT and *Tet1*KO mice with or without injury. **(E)** Representative immunostaining for CD3 (top) and F4/80 (bottom) with quantitative results (right) of the kidney of WT and *Tet1* KO mice at I/R 3D. Scale bar = 100 μm. Brown color indicates positive staining; *P < 0.05; **P < 0.01.

**Figure 4:**
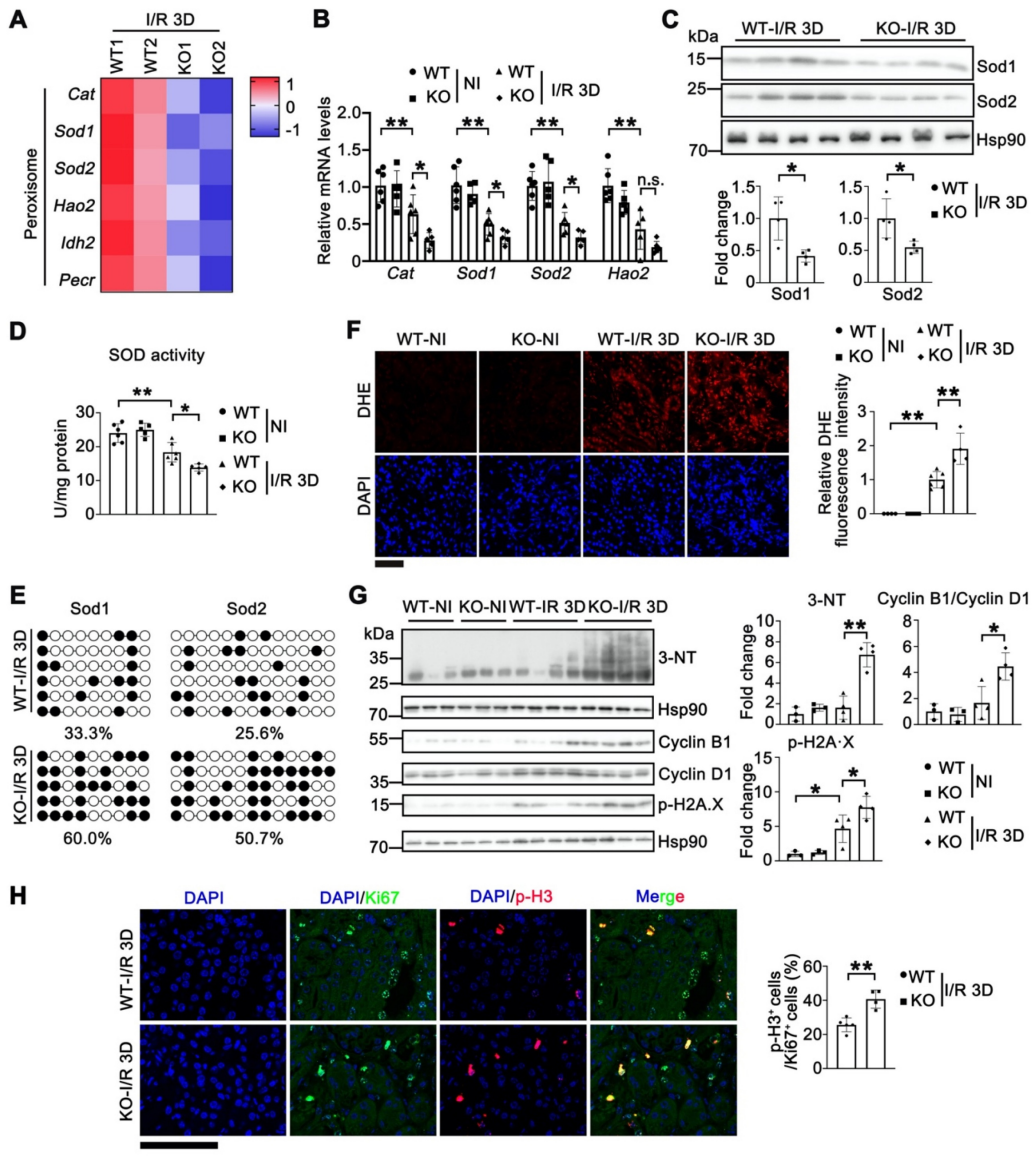
** Knockout of Tet1 increases I/R-induced oxidative stress. (A)** Heat map of peroxisome pathway identified by RNA-seq. **(B)** qPCR validations of indicated genes related to peroxisome pathway in the kidney of WT and *Tet1* KO mice with or without injury. **(C)** Western blots of Sod1 and Sod2 (top) with quantitative results (bottom) in the kidney of WT and *Tet1* KO mice at I/R 3D. **(D)** Total SOD activity in the kidney of WT and *Tet1* KO mice with or without injury. **(E)** Methylation status of the Sod1 and Sod2 promoters in the kidney of WT and *Tet1* KO mice at renal I/R 3D analyzed by bisulfite sequencing. Each row of dots represents CpG sites in a single sample, with each white dot indicating a single unmethylated CpG and each black dot indicating a single methylated CpG. **(F)** Representative DHE staining images with quantitative result in the kidney of WT and *Tet1* KO mice with or without injury. DAPI stains nuclei. Scale bar = 100 μm. **(G)** Western blot of 3-NT, Cyclin B1, Cyclin D1 and p-H2A·X with quantitative results in the kidney of WT and *Tet1* KO mice with or without injury. **(H)** Representative immunostaining for Ki67 and p-H3 with quantitative results of the kidney of WT and *Tet1* KO mice at I/R 3D. Scale bar = 50 μm. *P < 0.05; **P < 0.01; n.s., not significant.

**Figure 5:**
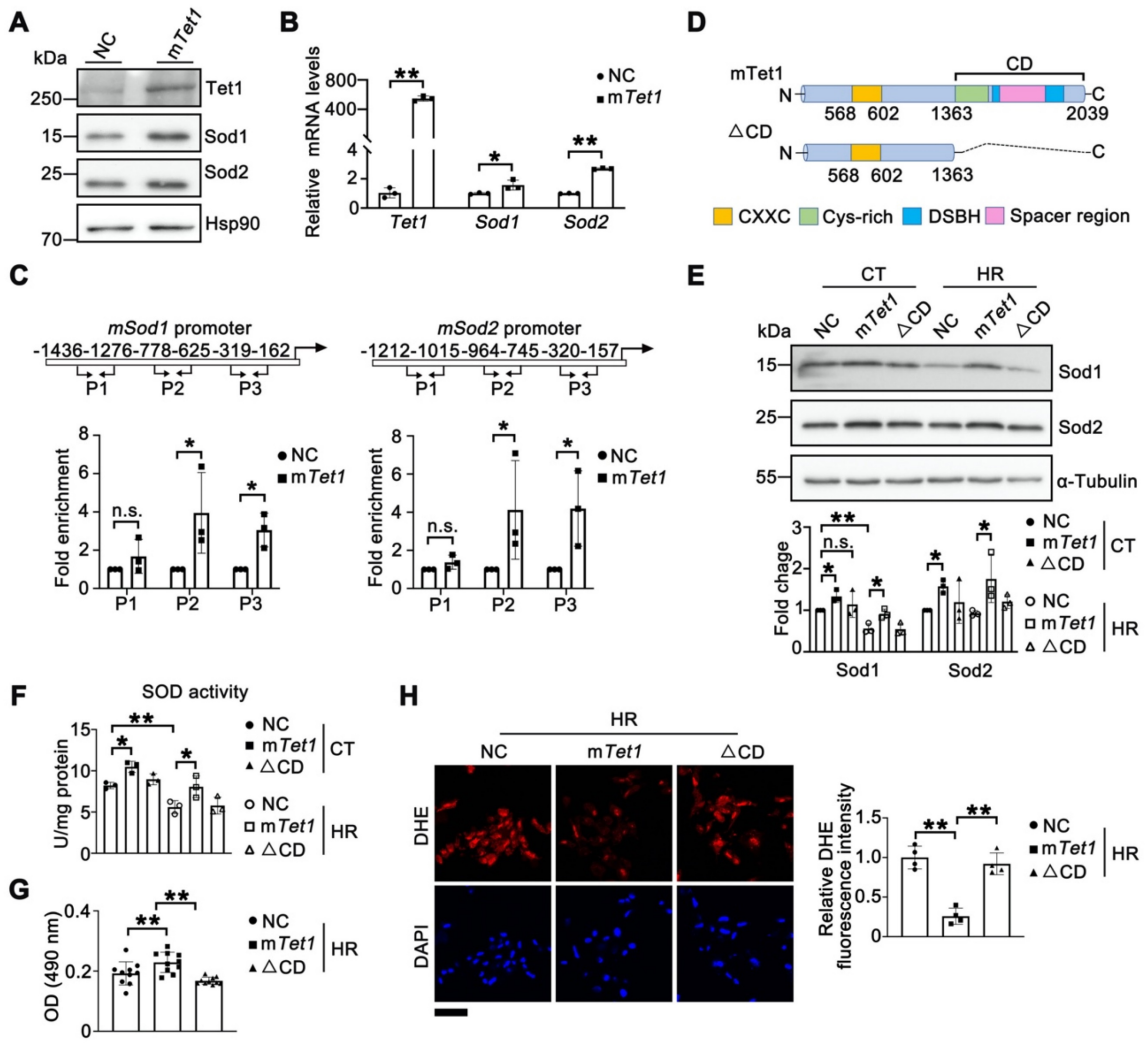
** Tet1 enzymatic activity enhances the expression of Sod1 and Sod2.** (**A**)Western blots of Sod1 and Sod2 in TCMK1 cells overexpressing full-length mouse *Tet1* (m*Tet1*) under normoxia. (**B**) mRNA levels of *Sod1* and *Sod2* in TCMK1 cells transfected with m*Tet1* under normoxia. (**C**) ChIP assay for Tet1 on the promoters of *Sod1* and *Sod2* in TCMK1 cells. Three different promoter regions of each gene were shown. (**D**) Schematic of the Tet1 domains. CD, Catalytic domain; CXXC, DNA-binding domain; Cys-rich, cysteine-rich domain; DSBH, double-stranded β-helix domain; Spacer region, Low complexity insert; (**E**) Western blots of Sod1 and Sod2 with quantitative results in TCMK1 cells transfected with m*Tet1* and its enzymatically inactive form (△CD) under normoxia and hypoxia for 12 h and reperfusion for 1 h (HR). (**F**) Total SOD activity in TCMK1 cells transfected with m*Tet1* and △CD under normoxia and HR. (**G**) MTT assay for TCMK1 cells overexpressing indicated Tet1 constructs after HR injury. (**H**) Representative DHE staining with quantitative results in TCMK1 cells overexpressing indicated Tet1 constructs under HR. The experiments were repeated three times, and at least three biological replicates per group were used. *P < 0.05; **P < 0.01; n.s., not significant.

**Figure 6:**
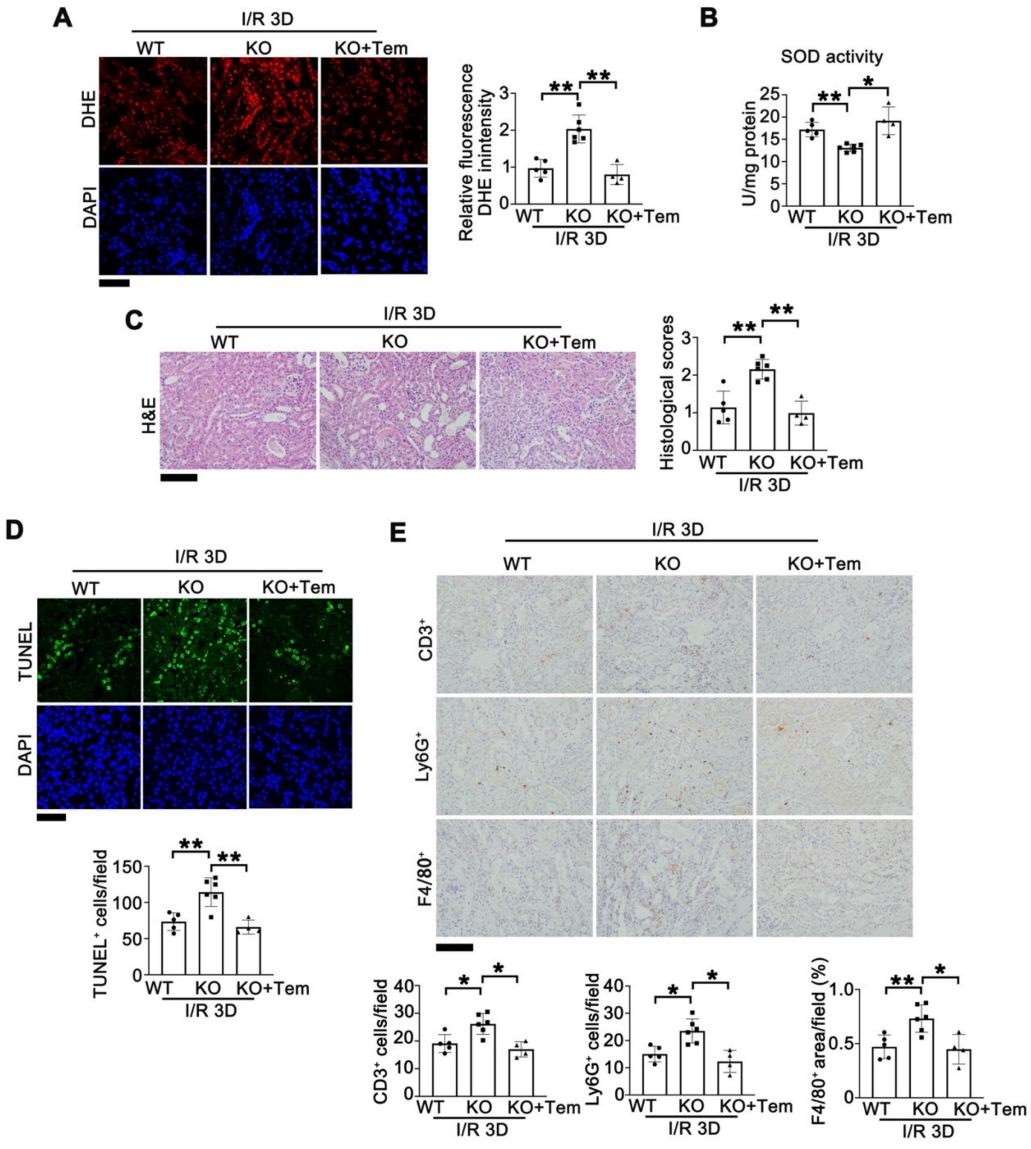
** Tempol administration rescues I/R-induced kidney injury in female *Tet1* KO mice. (A)** Representative DHE staining images (left) with quantitative results (right) in the kidney of indicated groups at I/R 3D. Scale bar = 50 μm. **(B)** Total SOD activity in the kidney of indicated groups at I/R 3D. **(C)** Representative H&E images (left) with injury scores (right) of the kidney of indicated groups at I/R 3D. Scale bar = 100 μm.** (D)** Representative TUNEL images (top) with quantitative results (bottom) in the kidneys of indicated groups at I/R 3D. Scale bar = 50 μm.** (E)** Representative immunohistochemical staining for CD3, Ly6G, F4/80 and quantitative results in the kidney of indicated groups at I/R 3D. Scale bar = 100 μm. *P < 0.05, **P < 0.01.

**Figure 7:**
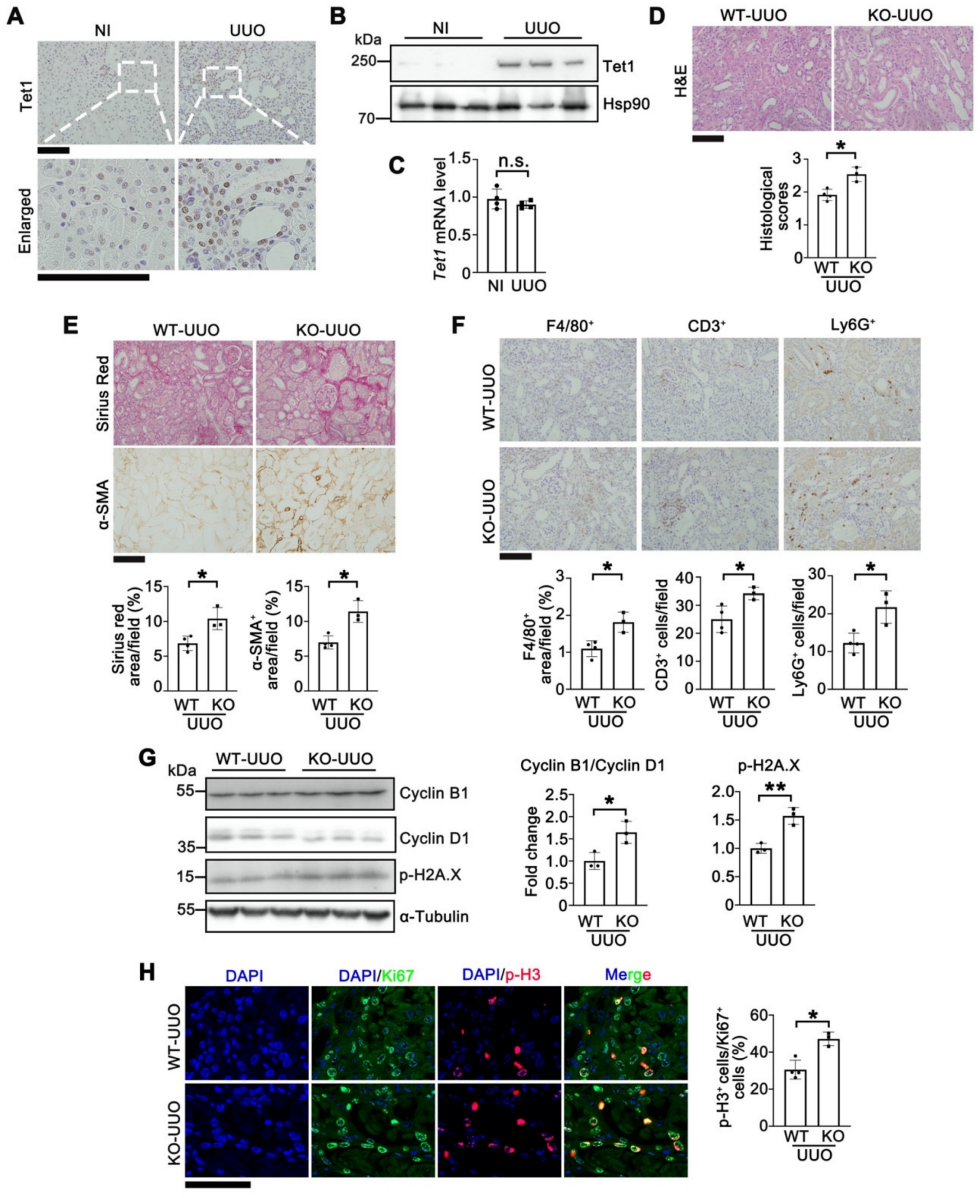
** Knockout of Tet1 in female mice increases UUO-induced kidney injury. (A)** Representative immunostaining of Tet1 in the kidney of WT mice with or without UUO injury. Scale bar = 100 μm. **(B-C)** Western blot **(B)** and qPCR **(C)** analysis of *Tet1* in the kidney of WT mice with or without UUO injury. **(D)** Representative H&E images with injury scores of the kidney of WT and *Tet1* KO mice at UUO 7D. Scale bar = 100 μm. **(E)** Representative images of Sirius Red staining and immunostaining for α-SMA with quantitative results. Scale bar = 100 μm. **(F)** Representative immunostaining for F4/80, CD3, Ly6G and quantitative results. Scale bar = 100 μm. **(G)** Western blot of cyclin B1, cyclin D1 and p-H2A·X with quantitative results in the kidney of WT and *Tet1* KO mice at UUO 7D. **(H)** Representative immunostaining for Ki67, p-H3 and quantitative results. Scale bar = 50 μm. *P < 0.05. **P < 0.01; n.s., not significant.

**Figure 8:**
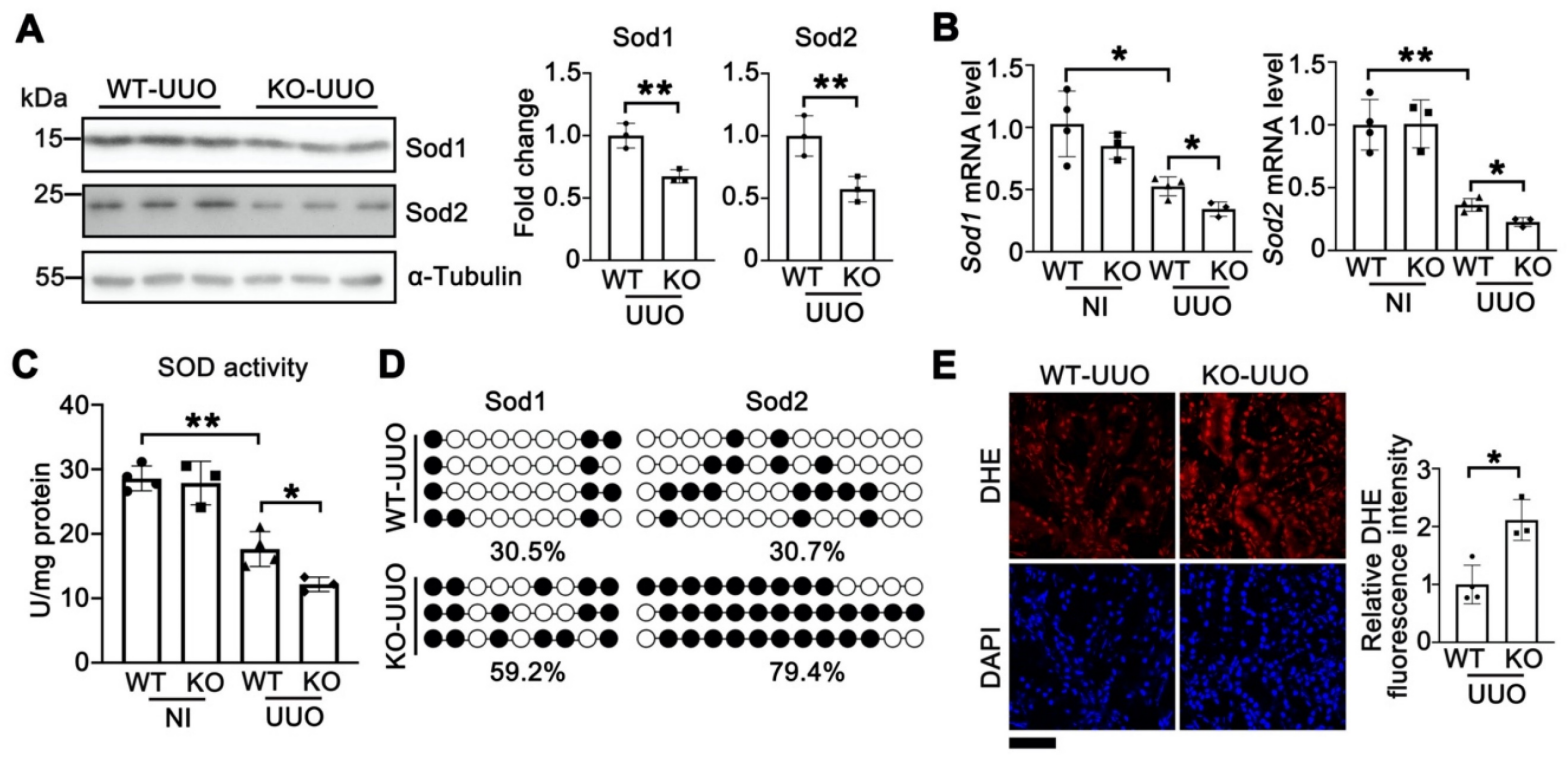
**Knockout of Tet1 increases UUO-induced oxidative stress. (A)** Western blots of Sod1, Sod2 with quantitative results in the kidney of WT and *Tet1* KO mice at UUO 7D. **(B)** mRNA levels of Sod1 and Sod2 in the kidney of WT and *Tet1* KO mice with or without UUO injury. **(C)** Total SOD activity in the kidney of WT and *Tet1* KO mice with or without UUO injury. **(D)** Methylation status of *Sod1* and *Sod2* promoters in the kidney of WT and *Tet1* KO mice at UUO 7D analyzed by bisulfite sequencing. Each row of dots represents CpG sites in a single sample, with each white dot indicates a single unmethylated CpG and each black dot indicates a single methylated CpG. **(E)** Representative DHE staining images with quantitative result of WT and* Tet1* KO mice with or without UUO injury. DAPI stains nuclei. Scale bar = 50 μm. *P < 0.05. **P < 0.01.

**Figure 9:**
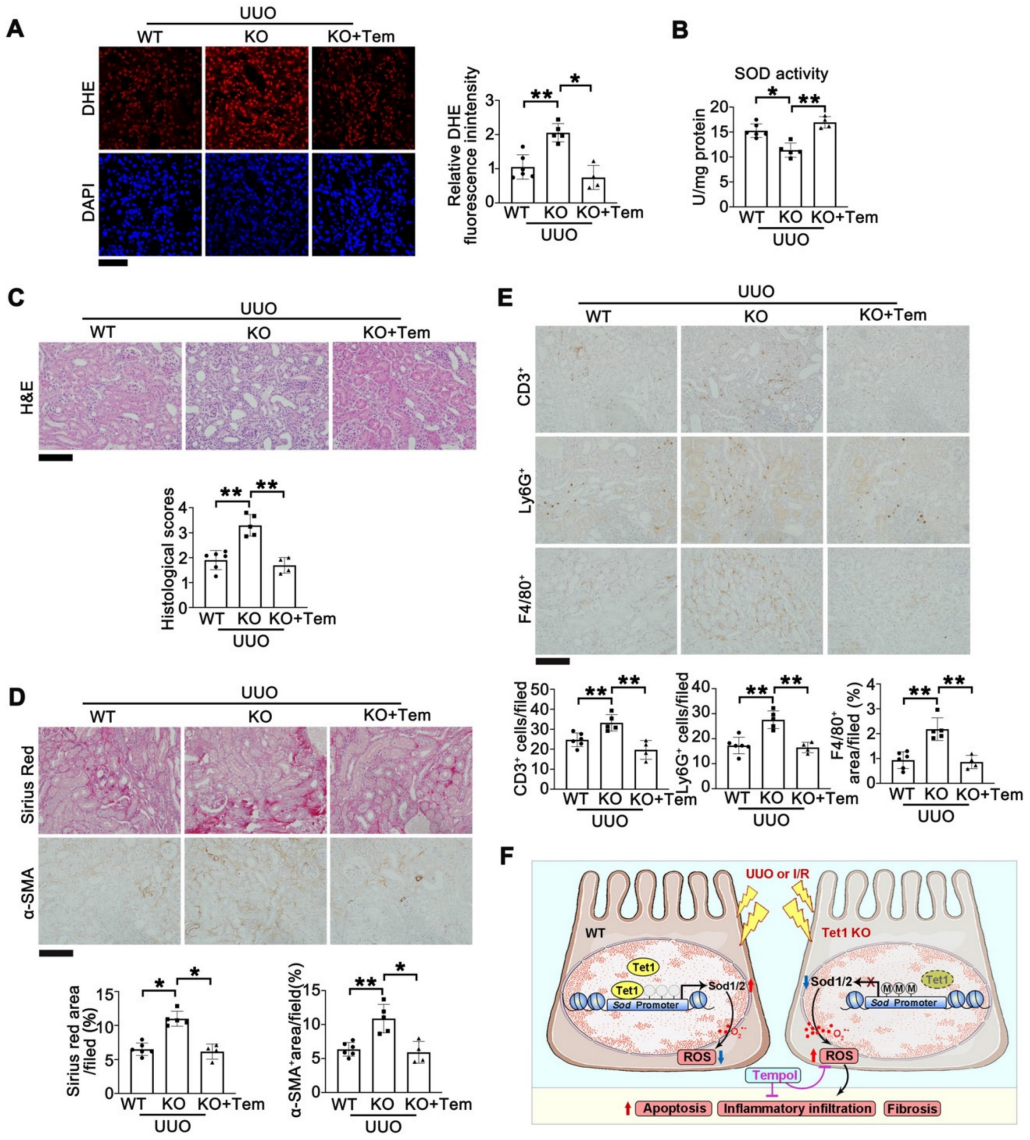
** Tempol administration rescues UUO-induced kidney injury in female *Tet1* KO mice. (A)** Representative DHE staining images (left) with quantitative results (right) in the kidney of WT and *Tet1* KO mice with or without tempol treatment at UUO 7D. Scale bar = 50 μm.** (B)** Total SOD activity in the kidney of WT and *Tet1* KO mice with or without tempol treatment at UUO 7D. **(C)** Representative H&E images with injury scores of the kidney of WT and *Tet1* KO mice with or without tempol treatment at UUO 7D. Scale bar = 100 μm. **(D)** Representative images of Sirius Red staining and immunostaining for α-SMA with quantitative results in the kidney of WT and *Tet1* KO mice with or without tempol treatment at UUO 7D. Scale bar = 100 μm. **(E)** Representative immunohistochemical staining for CD3, Ly6G, F4/80 and quantitative results in the kidney of WT and *Tet1* KO mice with or without tempol treatment at UUO 7D. Scale bar = 100 μm. **(F)** A schematic model for the role that Tet1 plays in I/R- or UUO-induced kidney injury. *P < 0.05; **P < 0.01.

## References

[1] Ronco C, Bellomo R, Kellum JA (2019). Acute kidney injury. Lancet.

[2] Vijayan A (2021). Tackling AKI: prevention, timing of dialysis and follow-up. Nat Rev Nephrol.

[3] Strausser SA, Nakano D, Souma T (2018). Acute kidney injury to chronic kidney disease transition: insufficient cellular stress response. Curr Opin Nephrol Hypertens.

[4] Zhao Z, Wu J, Xu H, Zhou C, Han B, Zhu H (2020). XJB-5-131 inhibited ferroptosis in tubular epithelial cells after ischemia-reperfusion injury. Cell Death Dis.

[5] Zhang J, Bi J, Ren Y, Du Z, Li T, Wang T (2021). Involvement of GPX4 in irisin's protection against ischemia reperfusion-induced acute kidney injury. J Cell Physiol.

[6] Zhao M, Wang Y, Li L, Liu S, Wang C, Yuan Y (2021). Mitochondrial ROS promote mitochondrial dysfunction and inflammation in ischemic acute kidney injury by disrupting TFAM-mediated mtDNA maintenance. Theranostics.

[7] Fu Y, Xiang Y, Li H, Chen A, Dong Z (2022). Inflammation in kidney repair: Mechanism and therapeutic potential. Pharmacol Ther.

[8] Bhargava P, Schnellmann RG (2017). Mitochondrial energetics in the kidney. Nat Rev Nephrol.

[9] Ferenbach DA, Bonventre JV (2015). Mechanisms of maladaptive repair after AKI leading to accelerated kidney ageing and CKD. Nat Rev Nephrol.

[10] Chevalier RL, Thornhill BA, Forbes MS, Kiley SC (2010). Mechanisms of renal injury and progression of renal disease in congenital obstructive nephropathy. Pediatr Nephrol.

[11] Ucero AC, Benito-Martin A, Izquierdo MC, Sanchez-Nino MD, Sanz AB, Ramos AM (2014). Unilateral ureteral obstruction: beyond obstruction. Int Urol Nephrol.

[12] Aranda-Rivera AK, Cruz-Gregorio A, Aparicio-Trejo OE, Ortega-Lozano AJ, Pedraza-Chaverri J (2021). Redox signaling pathways in unilateral ureteral obstruction (UUO)-induced renal fibrosis. Free Radic Biol Med.

[13] Sun W, Zang L, Shu Q, Li X (2014). From development to diseases: the role of 5hmC in brain. Genomics.

[14] Szulwach KE, Li X, Li Y, Song CX, Wu H, Dai Q (2011). 5-hmC-mediated epigenetic dynamics during postnatal neurodevelopment and aging. Nat Neurosci.

[15] Melamed P, Yosefzon Y, David C, Tsukerman A, Pnueli L (2018). Tet Enzymes, Variants, and Differential Effects on Function. Front Cell Dev Biol.

[16] Kohli RM, Zhang Y (2013). TET enzymes, TDG and the dynamics of DNA demethylation. Nature.

[17] Yuan Y, Liu C, Chen X, Sun Y, Xiong M, Fan Y (2021). Vitamin C Inhibits the Metabolic Changes Induced by Tet1 Insufficiency Under High Fat Diet Stress. Mol Nutr Food Res.

[18] Gu Y, Chen J, Zhang H, Shen Z, Liu H, Lv S (2020). Hydrogen sulfide attenuates renal fibrosis by inducing TET-dependent DNA demethylation on Klotho promoter. FASEB J.

[19] Wang J, Zhang D, Du J, Zhou C, Li Z, Liu X (2017). Tet1 facilitates hypoxia tolerance by stabilizing the HIF-alpha proteins independent of its methylcytosine dioxygenase activity. Nucleic Acids Res.

[20] Xiong M, Chen H, Fan Y, Jin M, Yang D, Chen Y (2023). Tubular Elabela-APJ axis attenuates ischemia-reperfusion induced acute kidney injury and the following AKI-CKD transition by protecting renal microcirculation. Theranostics.

[21] Bai Y, Wang W, Yin P, Gao J, Na L, Sun Y (2020). Ruxolitinib Alleviates Renal Interstitial Fibrosis in UUO Mice. Int J Biol Sci.

[22] Yuan Q, Lv Y, Ding H, Ke Q, Shi C, Luo J (2021). CPT1alpha maintains phenotype of tubules via mitochondrial respiration during kidney injury and repair. Cell Death Dis.

[23] Zhang G, Wang Q, Zhou Q, Wang R, Xu M, Wang H (2016). Protective Effect of Tempol on Acute Kidney Injury Through PI3K/Akt/Nrf2 Signaling Pathway. Kidney Blood Press Res.

[24] Ewees MG, Messiha BAS, Abdel-Bakky MS, Bayoumi AMA, Abo-Saif AA (2019). Tempol, a superoxide dismutase mimetic agent, reduces cisplatin-induced nephrotoxicity in rats. Drug Chem Toxicol.

[25] Chen H, Wang L, Wang WJ, Cheng C, Zhang Y, Zhou Y (2017). ELABELA and an ELABELA Fragment Protect against AKI. J Am Soc Nephrol.

[26] Wang Q, Chen Y, Xie Y, Yang D, Sun Y, Yuan Y (2022). Histone H1.2 promotes hepatocarcinogenesis by regulating signal transducer and activator of transcription 3 signaling. Cancer Sci.

[27] Wang J, Xiong MR, Fan Y, Liu CY, Wang Q, Yang D (2022). Mecp2 protects kidney from ischemia-reperfusion injury through transcriptional repressing IL-6/STAT3 signaling. Theranostics.

[28] Wang C, Xiong M, Yang C, Yang D, Zheng J, Fan Y (2020). PEGylated and Acylated Elabela Analogues Show Enhanced Receptor Binding, Prolonged Stability, and Remedy of Acute Kidney Injury. J Med Chem.

[29] Chen H, Liu C, Wang Q, Xiong MR, Zeng X, Yang D (2022). Renal UTX-PHGDH-serine axis regulates metabolic disorders in the kidney and liver. Nat Commun.

[30] Chen Y, Shi J, Wang X, Zhou L, Wang Q, Xie Y (2023). An antioxidant feedforward cycle coordinated by linker histone variant H1.2 and NRF2 that drives nonsmall cell lung cancer progression. Proc Natl Acad Sci U S A.

[31] Yang D, Fan Y, Xiong M, Chen Y, Zhou Y, Liu X Loss of renal tubular G9a benefits acute kidney injury by lowering focal lipid accumulation via CES1. EMBO Rep. 2023: e56128.

[32] Yang C, Xu H, Yang D, Xie Y, Xiong M, Fan Y (2023). A renal YY1-KIM1-DR5 axis regulates the progression of acute kidney injury. Nat Commun.

[33] Huang Y, Xie Y, Yang D, Xiong M, Chen X, Wu D (2022). Histone demethylase UTX aggravates acetaminophen overdose induced hepatotoxicity through dual mechanisms. Pharmacol Res.

[34] Zhang W, Yang D, Yuan Y, Liu C, Chen H, Zhang Y (2020). Muscular G9a Regulates Muscle-Liver-Fat Axis by Musclin Under Overnutrition in Female Mice. Diabetes.

[35] Yuan Y, Fan Y, Zhou Y, Qiu R, Kang W, Liu Y (2023). Linker histone variant H1.2 is a brake on white adipose tissue browning. Nat Commun.

[36] Sun Y, Wang Q, Zhang Y, Geng M, Wei Y, Liu Y (2020). Multigenerational maternal obesity increases the incidence of HCC in offspring via miR-27a-3p. J Hepatol.

[37] Lee JM, Hammaren HM, Savitski MM, Baek SH (2023). Control of protein stability by post-translational modifications. Nat Commun.

[38] Ciccarone F, Valentini E, Zampieri M, Caiafa P (2015). 5mC-hydroxylase activity is influenced by the PARylation of TET1 enzyme. Oncotarget.

[39] Nakagawa T, Lv L, Nakagawa M, Yu Y, Yu C, D'Alessio AC (2015). CRL4(VprBP) E3 ligase promotes monoubiquitylation and chromatin binding of TET dioxygenases. Mol Cell.

[40] Dawlaty MM, Ganz K, Powell BE, Hu YC, Markoulaki S, Cheng AW (2011). Tet1 Is Dispensable for Maintaining Pluripotency and Its Loss Is Compatible with Embryonic and Postnatal Development. Cell Stem Cell.

[41] Wang Q, Wang W, Zhang A (2021). TET-mediated DNA demethylation plays an important role in arsenic-induced HBE cells oxidative stress via regulating promoter methylation of OGG1 and GSTP1. Toxicol In Vitro.

[42] Wu BK, Mei SC, Chen EH, Zheng Y, Pan D (2022). YAP induces an oncogenic transcriptional program through TET1-mediated epigenetic remodeling in liver growth and tumorigenesis. Nat Genet.

[43] Li X, Zou Y, Fu YY, Xing J, Wang KY, Wan PZ (2021). A-Lipoic Acid Alleviates Folic Acid-Induced Renal Damage Through Inhibition of Ferroptosis. Front Physiol.

[44] Li W, Xiang Z, Xing Y, Li S, Shi S (2022). Mitochondria bridge HIF signaling and ferroptosis blockage in acute kidney injury. Cell Death Dis.

[45] Whaley-Connell AT, Habibi J, Nistala R, DeMarco VG, Pulakat L, Hayden MR (2012). Mineralocorticoid receptor-dependent proximal tubule injury is mediated by a redox-sensitive mTOR/S6K1 pathway. Am J Nephrol.

[46] Yang L, Besschetnova TY, Brooks CR, Shah JV, Bonventre JV (2010). Epithelial cell cycle arrest in G2/M mediates kidney fibrosis after injury. Nat Med.

[47] Nunes DV, Costa CA, De Bem GF, Cordeiro VS, Santos IB, Carvalho LC (2018). Tempol, a superoxide dismutase-mimetic drug, prevents chronic ischemic renal injury in two-kidney, one-clip hypertensive rats. Clin Exp Hypertens.

[48] Ehrlich M (2019). DNA hypermethylation in disease: mechanisms and clinical relevance. Epigenetics-Us.

[49] Wang J, Zhang Y, Zhuo Q, Tseng Y, Wang J, Ma Y (2020). TET1 promotes fatty acid oxidation and inhibits NAFLD progression by hydroxymethylation of PPARalpha promoter. Nutr Metab (Lond).

[50] Huang G, Liu L, Wang H, Gou M, Gong P, Tian C (2020). Tet1 Deficiency Leads to Premature Reproductive Aging by Reducing Spermatogonia Stem Cells and Germ Cell Differentiation. iScience.

[51] Yan H, Tan L, Liu Y, Huang N, Cang J, Wang H (2020). Ten-eleven translocation methyl-cytosine dioxygenase 2 deficiency exacerbates renal ischemia-reperfusion injury. Clin Epigenetics.

[52] Tampe B, Tampe D, Muller CA, Sugimoto H, LeBleu V, Xu X (2014). Tet3-mediated hydroxymethylation of epigenetically silenced genes contributes to bone morphogenic protein 7-induced reversal of kidney fibrosis. J Am Soc Nephrol.

[53] Tampe B, Steinle U, Tampe D, Carstens JL, Korsten P, Zeisberg EM (2017). Low-dose hydralazine prevents fibrosis in a murine model of acute kidney injury-to-chronic kidney disease progression. Kidney Int.

[54] Ciccarone F, Valentini E, Bacalini MG, Zampieri M, Calabrese R, Guastafierro T (2014). Poly(ADP-ribosyl)ation is involved in the epigenetic control of TET1 gene transcription. Oncotarget.

[55] Kim J (2016). Poly(ADP-ribose) polymerase activation induces high mobility group box 1 release from proximal tubular cells during cisplatin nephrotoxicity. Physiol Res.

[56] Devalaraja-Narashimha K, Singaravelu K, Padanilam BJ (2005). Poly(ADP-ribose) polymerase-mediated cell injury in acute renal failure. Pharmacol Res.

[57] Shi FT, Kim H, Lu W, He Q, Liu D, Goodell MA (2013). Ten-eleven translocation 1 (Tet1) is regulated by O-linked N-acetylglucosamine transferase (Ogt) for target gene repression in mouse embryonic stem cells. J Biol Chem.

[58] Xin YJ, Yuan B, Yu B, Wang YQ, Wu JJ, Zhou WH (2015). Tet1-mediated DNA demethylation regulates neuronal cell death induced by oxidative stress. Sci Rep.

[59] Chen Y, Feng X, Hu X, Sha J, Li B, Zhang H (2018). Dexmedetomidine Ameliorates Acute Stress-Induced Kidney Injury by Attenuating Oxidative Stress and Apoptosis through Inhibition of the ROS/JNK Signaling Pathway. Oxid Med Cell Longev.

[60] Shan Y, Chen D, Hu B, Xu G, Li W, Jin Y (2021). Allicin ameliorates renal ischemia/reperfusion injury via inhibition of oxidative stress and inflammation in rats. Biomed Pharmacother.

How the deposited data were processed for this re-analysis (not part of the article)

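RNA of whole kidneys from female mice was sequenced in 8 libraries, each a pool of RNA from 3 mice, with 2 libraries for each of WT-NI, KO-NI, WT-I/R 3D and KO-I/R 3D. Conditions and replicate numbers were taken from the sample labels and the paper. The paper writes of non-injured mice. For the sequenced kidneys the sources do not state whether the non-injured ones came from other mice than the injured ones. The p-values measure the spread between pools.

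The authors deposited 1 table of FPKM for the 8 libraries with gene names, positions and lengths. The submitters' processing notes name HISAT2 2.0.5 and the mouse assembly GRCm38.p6 (mm10). The program that counted reads is not given in the sources used here. Gene positions in the table differ from those of GRCm38 and look like a later assembly. They were used for distances along a chromosome. The paper gives its thresholds, an adjusted p under 0.05 and an absolute log2 fold change over 0.5, and names a company for the analysis. Its text does not name the test. Of 55923 lines, 4 were empty and 55919 held genes. In each library, FPKM multiplied by gene length was a whole multiple of the value of 1 read for 100% of the values (tolerance 0.001 reads), so reads were recovered. Totals ran from 13961281 to 18480858. The library total by which the authors divided was 0.808 to 1.13 times the total reads and followed median-of-ratios size factors (0.950 to 0.959 times these), so the deposited FPKM were scaled between libraries before they were shared. This depth gives 51 to 96 reads for Tet1 and 2650 to 7376 for Sod1.

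From the FPKM, log2(FPKM + 0.1) was analysed with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a variance trend, 4 group means, all 8 libraries) over the 15650 genes with at least 1 FPKM in at least 2 libraries, with 4 residual and 2.89 prior degrees of freedom and Benjamini-Hochberg adjustment. Comparisons were WT-I/R 3D against WT-NI, KO-I/R 3D against WT-I/R 3D, KO-NI against WT-NI, KO-I/R 3D against KO-NI, and the difference of the injury responses. As the deposited unit is FPKM, the recovered reads were used only for limma voom (at least 10 reads in at least 2 libraries), as an alternative. A total of 33 pathway lists and 14 cell type lists, written before the data were examined, were tested with limma camera at a preset correlation of 0.01, with an estimated correlation and with fry, adjusted within each kind. With an estimated correlation no list passed in any comparison. Overlaps were tested with Fisher's exact test.

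Genes named in the text are those the paper names; the 5 protein-coding genes with the largest rise and the 5 with the largest fall among called genes whose libraries separate and whose mean is at least 5 FPKM in the higher group; and, for each list described, up to 4 called members with the smallest adjusted p and up to 2 uncalled members with the highest mean. Some genes that this rule names are not reported here. The values that the paper gives for its own genes count as seen. Alternatives set before the data were examined were a pseudocount of 1, no filter, median-of-ratios scaling, TPM, only the libraries of the comparison, no variance trend, the replicate number as a block, each library left out, no fold threshold, limma voom on recovered reads and, for lists, an estimated correlation. Library weights, limma voom with only the libraries of the comparison, and removal of each library's trend on GC share and transcript length (splines with 5 degrees of freedom each, transcripts matched by gene ID for 99.9% of tested coding genes) were added after seeing the data.

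The method was tested on simulated data. For KO-I/R 3D against WT-I/R 3D with 200 of 14759 genes changed, limma recovered 33.7% of 2-fold and 64.6% of 4-fold changes, with 6 false calls (6% of calls). With 4000 of 14854 genes changed it recovered 73.4% and 91.6%, with 3.23% of calls false. Each gene had independent noise of its own spread around a mean shared by all groups. The simulated data held no injury response, no GC trend and no library that stood apart, so rates in the real data can differ. Figures were drawn with matplotlib.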

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

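The tests of all tubule segments, of the other segments under a lower proximal tubule share, and of the Tet1 labels and deletion, and the exchange of the NI labels, were chosen after the result was seen. The removal of GC and length trends was planned after these trends had been seen and before its own result was, and the other tests were written before theirs was.

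The paper does not report KO-I/R 3D against KO-NI or KO-NI against WT-NI from the RNA-seq. Limma called 2808 genes higher and 3043 lower in KO-I/R 3D than in KO-NI. With TPM, which moves the median of all genes by 0.38, the counts were 5076 and 1580, and without the second KO-I/R 3D library they were 1421 and 1934. A larger count than the 1393 and 1322 of the WT comparison does not show a larger response: tested directly, limma found 0 genes with a different injury response in KO and WT (563 higher and 1004 lower at an unadjusted p under 0.05), 0 with limma voom, and 232 without the second KO-NI library. With the KO-NI and WT-NI labels exchanged, limma called 1938 genes higher and 1912 lower after injury in WT mice, 2559 and 2923 in KO mice, and 0 with a different response (945 higher and 1560 lower at an unadjusted p under 0.05).

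By lists, the injury response differed between genotypes for 25 of 33 pathway lists and 9 of 14 cell type lists (limma camera with a preset correlation), and for none with an estimated correlation (smallest adjusted p 0.213 and 0.143). These values take the NI labels as given, which the Tet1 values, taken over the whole gene, do not settle. With the KO-NI and WT-NI labels exchanged, 18 of 33 and 4 of 14 lists passed with the preset correlation and none with an estimated one. The median difference of type I interferon-stimulated genes went from 0.56 to -0.07 (camera adjusted p = 0.972), so no larger response in KO kidneys is stated, and that of loop of Henle markers from -1.15 to -0.94 (camera adjusted p = 3.16e-05, or adjusted p = 0.644 with an estimated correlation). In KO-NI against WT-NI, 6 of 33 pathway lists passed, among them genes of mitosis (median 0.60, camera adjusted p = 4.34e-15, 0.936 with an estimated correlation) and interferon-stimulated genes (median -0.30, camera adjusted p = 1.05e-06, 0.708 with an estimated correlation). Levels of mitosis genes can be low without injury: Ccnb1 had 14 to 31 reads in the NI libraries. The libraries of the KO-NI group differ from each other by more than those of other groups, as given below.

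Peroxisome genes were lower in KO-I/R 3D (median -0.35). A lower share of proximal tubule RNA needs proximal tubule markers to fall at least as much, and they did (median -0.69 for 42 markers outside the list). A later test went the other way for this cell type as the only change in composition: 4 of 4 lists of other segments fell too. Still open is a lower share of RNA from all tubule segments, with 5 of 5 segment lists at or below the peroxisome median and podocyte and endothelium lists above it. Scaling is argued against (median -0.22 with TPM). With the trends of GC share and length removed the list's median was -0.27 (bootstrap 95% interval -0.35 to -0.23). This lay below the limit set for these trends as the whole cause. The bootstrap resampled the list's genes, which are not independent. It leaves out the spread between pools, so the interval does not decide it. A Tet1 effect present without injury was argued against with the NI labels as given (median 0.0268 in KO-NI against WT-NI). With these labels exchanged the median was -0.0268, which no longer meets that rule. Neither value is near -0.35, and a small effect without injury stays open. A stronger response shared by all genes with a like response to injury was set against 10000 matched random lists (median -0.24). The peroxisome list lay at percentile 0.56, below the limit set for that cause. The random lists hold genes drawn singly, which need not move together as list members can, so this percentile does not decide it. A difference in how severe the injury was between the genotypes, which the design does not separate from Tet1, remains untested.

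Sod1 was lower in both KO-I/R 3D libraries and in the first KO-NI library. Changes across 12598 coding genes ran against the GC share of the transcript in both places (Spearman rho -0.39 in KO-I/R 3D against WT-I/R 3D and -0.67 between the KO-NI libraries, across genes, which are not independent), so a library property may contribute. With GC and length trends removed the fold change of Sod1 went from -0.60 (standard error 0.29) to -0.42 (standard error 0.20), which leaves open whether these trends are the whole cause. Transcript length alone cannot be told apart from other causes, with a rho of 0.11 and a small gap between short and long transcripts, and a change of the whole class of short housekeeping mRNAs is argued against by ribosomal proteins (median 0.0946). The nuclear respiratory chain, the other part of that class, fell (median -0.49, 49 of 49 genes below 0), so a change that Sod1 shares with that part stays open. The first KO-NI library differed more than 2-fold from the other 3 NI libraries for 1001 genes, and for 1081 without mitochondrial genes, so their larger share does not account for it. Removing GC and length trends took the count on the log scale from 878 to 626, a smaller fall than this cause was set to need. No biological explanation of this library was tested.

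Tet1 was not lower in the libraries labelled KO-NI than in WT-NI. A swap of the KO-NI and WT-NI labels cannot be told apart. Of the 94 genes tested within 10 Mb of Tet1, limma called 0 in KO-I/R 3D against WT-I/R 3D, with 20 at an unadjusted p under 0.05, of which 13 had the same direction in KO-NI against WT-NI. Limma voom called 4 of the flanking genes, looked at after the result was seen. In KO-NI against WT-NI, Arid5b (0.35, standard error 0.15) and Cdk1 (0.88, standard error 0.42) kept their direction. Hk1 kept it within 1 standard error of no change (-0.15, standard error 0.16), and Gm5424 did not keep it (0.03, standard error 0.20). None passed there, so 4 genes leave the labels open. A deletion that leaves the rest of the transcript in place also stays open: the log2 fold change of Tet1 in injured kidneys was -0.68 (standard error 0.30), and 51 to 89 reads do not tell a small fall from none. The paper's qPCR and staining found less Tet1 in KO kidneys (Figure S3B-C), which does not settle which libraries these are.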

How the results depend on the processing

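The settings with library weights, with limma voom on only the libraries of the comparison and with GC and length trends removed were chosen after the data were seen.

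Of the counts, WT-I/R 3D against WT-NI moved most with the libraries left out (205 to 2050 higher and 76 to 1823 lower), and otherwise with TPM (717 lower), with only its own libraries (1999 lower), with library weights (2347 higher and 2080 lower) and with limma voom on only its own libraries (2649 higher and 2231 lower). In KO-I/R 3D against WT-I/R 3D, where limma called 0, there were 28 higher and 31 lower with no filter, 2 higher with no variance trend, 82 and 305 with limma voom, 90 and 543 with library weights, 287 and 741 with limma voom on only its own libraries, and 0 to 111 higher and 0 to 551 lower with 1 library left out. Further upregulated genes numbered 57 with limma voom, 49 with library weights, 183 with limma voom on only the libraries of the comparison and 0 to 52 with 1 library left out. Further downregulated genes numbered 11 with no filter, 185, 318, 417 and 0 to 275 in turn. KO-NI against WT-NI gave 1 higher with TPM, 1 higher and 4 lower with no variance trend, 2 lower with limma voom, and 0 to 776 higher and 0 to 1444 lower with 1 library left out. KO-I/R 3D against KO-NI gave 5076 and 1580 with TPM, 1775 and 1866 with only its own libraries, 1802 higher with library weights, and 1421 to 3719 higher and 1934 to 3632 lower with 1 library left out. Genes with a different injury response numbered 4 with no variance trend and 0 to 232 with 1 library left out. Where 1 library is left out, the lone library is taken to vary like the other groups. With 1 KO-NI library left out, the spread between the KO-NI libraries no longer enters the variance that all comparisons share. That spread was the largest of the groups (SD of the difference 0.84 against 0.59 to 0.61). In comparisons without KO-NI, such as KO-I/R 3D against WT-I/R 3D, leaving out a KO-NI library does not change the fold changes. Only the variance, its degrees of freedom and the genes tested change there. How far each accounts for these shifts was not tested, and no cause of the other shifts was tested.

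The peroxisome, valine, leucine and isoleucine degradation and chemokine lists kept their direction and their side of the threshold in KO-I/R 3D against WT-I/R 3D in every setting except camera with an estimated correlation, where the adjusted p of each was 0.194. Removing GC and length trends gave 0 called genes in KO-I/R 3D against WT-I/R 3D. Median-of-ratios scaling moved little, because the deposited FPKM were already scaled that way. The ratio of lower to higher genes has no value where both counts are 0. It was 1.11 with no filter, 5.01 without the first KO-NI library, 4.96 without the second, 3.72 with limma voom, 6.03 with library weights, 2.58 with limma voom on only the libraries of the comparison and 0 with no variance trend. Of 485 results for named genes, none that was called changed sign in any of the 19 alternatives, of which 2 tested fewer results (475 at the fewest). Calls were lost for up to 99 of them with 1 library left out (99 without the second WT-I/R 3D library and 48 without the first, 93 and 77 without a WT-NI library) and gained for up to 70 (limma voom on only the libraries of the comparison). A total of 210 changes of sign occurred among those called in neither. All calls of the main test among the named genes came from WT-I/R 3D against WT-NI. The main test called 0 genes in KO-I/R 3D against WT-I/R 3D and 0 in KO-NI against WT-NI. The labels do not say that libraries with the same replicate number are paired. The correlations of deviations between groups ran from 0.03 to 0.17, the highest between KO-NI and KO-I/R 3D, which does not settle it. With the replicate block 1517 and 1483 genes were called in WT-I/R 3D against WT-NI and 0 in KO-I/R 3D against WT-I/R 3D. Depth limits genes under 1 FPKM such as Tet1, which only the settings with no filter and limma voom test.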

Differences from the paper's values

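The settings with library weights, with limma voom on only the libraries of the comparison and with GC and length trends removed were chosen after the values were seen; the other settings were set before the data were examined.

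For WT-I/R 3D against WT-NI the paper gives 2609 upregulated genes and limma called 1393 at the paper's thresholds. Within 1.5 times of the paper's count were TPM (1811), only the libraries of the comparison (1989), without the first KO-NI library (2050), without the second (2038) and limma voom (1971), and of the settings chosen after seeing the values library weights (2347) and limma voom on only the libraries of the comparison (2649). GC and length trends removed (1455) was not. The other settings set before were not: a pseudocount of 1, no filter, median-of-ratios scaling, no variance trend, the replicate block, no fold threshold, and leaving out any WT-NI, WT-I/R 3D or KO-I/R 3D library. The paper gives 2150 downregulated genes and limma called 1322. Within 1.5 times were only the libraries of the comparison (1999), the replicate block (1483), without the first KO-NI library (1822), without the second (1823), no fold threshold (1434) and limma voom (1704), and of those chosen after seeing the values library weights (2080), limma voom on only the libraries of the comparison (2231) and GC and length trends removed (1938). A pseudocount of 1, no filter, median-of-ratios scaling, TPM, no variance trend and leaving out any other library were not.

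For KO-I/R 3D against WT-I/R 3D the paper gives 775 upregulated and 1234 downregulated genes. Limma called 0 and 0, with 878 and 1776 at an unadjusted p under 0.05, and limma voom called 82 and 305. At the paper's thresholds no setting came within 1.5 times of either count, the counts at an unadjusted p not being at these thresholds. The nearest were 287 and 741 with limma voom on only the libraries of the comparison, chosen after seeing the values. The paper gives 484 further upregulated and 587 further downregulated genes. Limma found 0 and 0, and limma voom 57 and 185. No setting set before came within 1.5 times. Of those chosen after seeing the values, limma voom on only the libraries of the comparison gave 417 further downregulated genes, within 1.5 times of the paper's count, and 183 further upregulated, which was not. Of the 12 genes of the paper's heat maps it called 9 in both comparisons in the same direction and left out Tgfbr1, Sod1 and Hao2, and limma voom on all libraries called 5 in both.

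The paper's heat maps name 12 genes as changed in KO-I/R 3D (Figure 3C, Figure 4A). All 12 had both KO-I/R 3D libraries on the side the paper shows, and limma called none of them. Other settings did: limma voom called Cxcl5, Ccl6, Ccl7, Ccl9 and Idh2; without the first or without the second KO-NI library Ccl6, Sod1 and Idh2 were called; and of the settings chosen after seeing the values, library weights called Ccl6, Sod2 and Idh2, and limma voom on only the libraries of the comparison called all but Hao2. The paper also proposes from its RNA-seq that downregulated genes were nearly double the upregulated ones. Both counts were 0 here. Genes separate by more than 0.5 gave a ratio of 1.46, limma voom gave 3.72, no filter gave 1.11 and, of the settings chosen after seeing the values, library weights gave 6.03 and limma voom on only the libraries of the comparison 2.58. Without the first or second KO-NI library it was 5.01 and 4.96. At an unadjusted p under 0.05 limma had 1776 lower and 878 higher, and with TPM the split turned to 1009 lower and 1982 higher. The paper's qPCR found lower Sod1 after injury; in the WT libraries it had a log2 fold change of -0.12 (limma adjusted p = 0.802), while Sod2 and Cat fell, by 0.77 and 1.07. The paper's qPCR found little Tet1 mRNA in KO kidneys; the whole gene in KO-NI against WT-NI had a log2 fold change of 0.37 with limma voom (adjusted p = 0.734).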

Other observations

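The flanking genes of Tet1 were examined at an unadjusted p under 0.05 after the result was seen.

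The values of 12 further tested genes that the paper names follow, some of which it measured at 21 days or as protein. In WT-I/R 3D and KO-I/R 3D (SD, n = 2 libraries, adjusted p from limma) the libraries gave Ccn2 27 ± 4.5 and 42.7 ± 3.34 FPKM (log2 fold change 0.67, adjusted p = 0.127), Acta2 47.9 ± 3.97 and 57.8 ± 5.88 FPKM (log2 fold change 0.27, adjusted p = 0.327), Mki67 7.85 ± 1.75 and 12.4 ± 1.78 FPKM (log2 fold change 0.66, adjusted p = 0.34), Ccnb1 4.53 ± 0.766 and 7.47 ± 1.92 FPKM (log2 fold change 0.70, adjusted p = 0.276), Adgre1 7.74 ± 0.646 and 11.7 ± 3.32 FPKM (log2 fold change 0.57, adjusted p = 0.305) and Bcl2 1.92 ± 0.0535 and 2.12 ± 0.0379 FPKM (log2 fold change 0.14, adjusted p = 0.758), each higher in both KO-I/R 3D libraries than in both WT-I/R 3D libraries. Lower in both were Ccnd1 27.9 ± 4.36 and 23.2 ± 0.652 FPKM (log2 fold change -0.26, adjusted p = 0.394) and Tet3 3.44 ± 0.046 and 3.08 ± 0.248 FPKM (log2 fold change -0.16, adjusted p = 0.648). The libraries of the groups overlapped for Tgfb1 10.3 ± 1.8 and 11.7 ± 2.97 FPKM (log2 fold change 0.17, adjusted p = 0.832), Col4a1 76.1 ± 12 and 91.4 ± 10.4 FPKM (log2 fold change 0.27, adjusted p = 0.602), Bax 34.6 ± 0.549 and 35.7 ± 7.33 FPKM (log2 fold change 0.03, adjusted p = 0.961) and Tet2 5.3 ± 1.04 and 5.28 ± 1.94 FPKM (log2 fold change -0.04, adjusted p = 0.955). None of the 12 passed in this test. Ccn2 passed in limma without the first (adjusted p = 0.0489) or without the second KO-NI library (adjusted p = 0.0481) and, of the settings chosen after the data were seen, with library weights (adjusted p = 0.0470) and with limma voom on only the libraries of the comparison (adjusted p = 0.0281), where Mki67 passed too (adjusted p = 0.0455). For 2 against 2 libraries chance gives a full separation in 16.7% of cases in each direction. Below the filter, Cd3e had 41 and 32 reads in WT-I/R 3D and 51 and 68 in KO-I/R 3D, and Ly6g had 0 or 1 read in each library.

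Within 10 Mb of Tet1, 20 genes had an unadjusted p under 0.05 in limma for KO-I/R 3D against WT-I/R 3D, and 13 of them had the same direction in KO-NI against WT-NI. With an absolute log2 fold change over 0.5 as well, these were 14 and 9. The 14 were 14.9% of the 94 genes tested in this window, against 10.9% of the other genes tested (Fisher's exact test, p = 0.242).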
